# Chemotranscriptomic profiling with a thiamine monophosphate photoaffinity probe†

**DOI:** 10.1039/d4sc06189f

**Published:** 2025-02-11

**Authors:** Stefan Crielaard, Casper F. M. Peters, Alexandar Slivkov, Daphne A. L. van den Homberg, Willem A. Velema

## Abstract

RNA is a multifaceted biomolecule with numerous biological functions and can interact with small molecule metabolites as exemplified by riboswitches. Here, we profile the *Escherichia coli* transcriptome on interactions with the metabolite Thiamine Monophosphate (TMP). We designed and synthesized a photoaffinity probe based on the scaffold of TMP and applied it to chemotranscriptomic profiling. Using next-generation RNA sequencing, several potential interactions between bacterial transcripts and the probe were identified. A remarkable interaction between the TMP probe and the well-characterized Flavin Mononucleotide (FMN) riboswitch was validated by RT-qPCR, and further verified with competition assays. Localization of the photocrosslinked nucleotides using reverse transcription and docking predictions of the probe suggested binding to the riboswitch aptamer. After examining binding of unmodified TMP to the riboswitch using SHAPE, we found selective yet moderate binding interactions, potentially mediated by the phosphate group of TMP. Lastly, TMP appeared to enhance gene expression of a reporter gene that is under riboswitch control, while the natural ligand FMN displayed an inhibitory effect, hinting at a potential biological role of TMP. This work showcases the possibility of chemotranscriptomic profiling to identify new RNA-small molecule interactions.

## Abstract 2

Photoaffinity labeling on *Escherichia coli* RNA extracts reveals an interaction between Thiamine Monophosphate (TMP) and the Flavin Mononucleotide (FMN) riboswitch.

## Introduction

RNA is a versatile biomolecule that is crucial for living organisms.^1–3^ Besides its function as information carrier, RNA regulates a variety of critical cellular processes under both physiological and pathological conditions.^4–10^ Many RNAs can form intricate tertiary structures that selectively bind small molecule ligands and this interaction is essential for the RNA's biological function as exemplified by riboswitches and ribozymes.^11–19^

Riboswitches are fascinating biosensors that are used by many bacteria to control gene expression.^11–13,20–23^ These non-coding RNA elements generally interact with cellular small molecule metabolites that often contain flat heteroaromatic structures and charged groups, such as preQ_1_, Flavin Mononucleotide (FMN), *S*-Adenosyl Methionine, Tetrahydrofolate and Thiamine Pyrophosphate (TPP) among others.^15,24–32^

To study interactions of small molecule ligands and RNA, several recent studies have demonstrated the great potential of (photo)chemical methods to capture these binding events, including pioneering work by the groups of Schultz and Johnson,^33^ Myers,^34^ Disney (CHEM-Clip),^35–37^ Petter (PEARL-seq),^38^ Schneekloth^39^ and Kool (RBRP).^40^ Since these approaches covalently capture interactions between small molecules and RNA, they allow for discovering RNA binding sites within a collection of RNAs (Fig. 1A), such as the transcriptome, when applied in conjunction with RNAseq.^33,34,38,39,41,42^

**Fig. 1:**
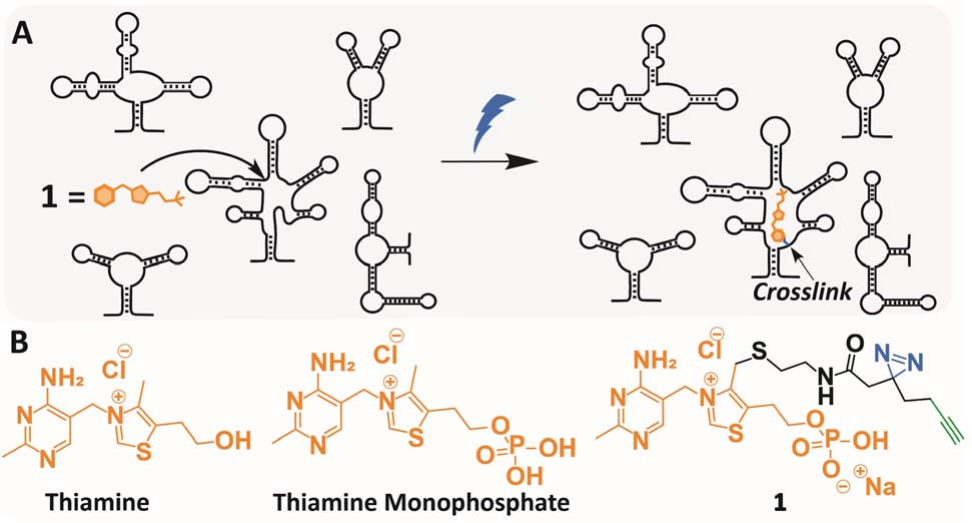
Transcriptome-wide crosslinking using a TMP photoaffinity probe. (A) Schematic illustration of chemotranscriptomic profiling using photocrosslinking. (B) Molecular structures of thiamine, thiamine monophosphate (TMP) and TMP probe 1.

Inspired by these studies, we set out to identify potential binding pockets within the *Escherichia coli* (*E. coli*) transcriptome for Thiamine Monophosphate (TMP) (Fig. 1B). Notably, this small molecule metabolite is an intermediate in the TPP biosynthesis, but has no identified physiological function of its own.^43,44^ Since its molecular structure contains many features that are found in RNA binding ligands and its doubly phosphorylated counterpart TPP binds to a well-characterized riboswitch in *E. coli*, we postulated that TMP might interact with specific binding sites within the transcriptome as well.^25,45–47^

To test this, we designed and synthesized a photoaffinity probe based on the scaffold of TMP. We applied the probe to chemotranscriptomic profiling in *E. coli* using RNAseq, resulting in a set of enriched genes.^39,42^ Surprisingly, after analysis a transcript containing the *ribB* FMN riboswitch was obtained as a potential hit, which was further validated using RT-qPCR and competition experiments with the natural ligand. Localization of the photocrosslinking sites in the RNA were determined with nucleotide resolution using a reverse transcription termination assay, and implied selective binding. Subsequently, the interactions of unmodified TMP and the FMN riboswitch were examined using SHAPE analysis and an *in vitro* transcription/translation assay. Remarkably, TMP appeared to enhance gene expression of a luciferase reporter gene that is under riboswitch control. We believe these results demonstrate the potential power of chemotranscriptomic profiling and warrant further exploration into the biological role of TMP.

## Results and discussion

### Design and synthesis of a TMP photoaffinity probe

A TMP photoaffinity probe was designed by attaching photoaffinity linker 10, containing a diazirine photocrosslinking moiety and an alkyne ligation handle, to the methyl group of the thiazolium ring at position 4 (Fig. 1B and 2). It was hypothesized that this methyl group is least likely to interact with potential RNA binding pockets, whereas the 2-methyl-4-aminopyrimidine, the anionic phosphate group and the cationic thiazolium ring all show potential to interact with a structured RNA.^16^ To this end, a bromide leaving group was introduced by bromination of 2 using *N*-bromosuccinimide and UV irradiation in dichloromethane. The bromide was substituted by 2-(boc-amino)ethanethiol 9 to obtain thioether 4. This compound was deprotected under acidic conditions and photoaffinity linker 10 was coupled using EDC, HOBt and DIPEA in DMF. Compound 6 was reacted with 11 to create thiamine analogue 7, which was phosphorylated, and salt exchanged to obtain TMP probe 1 (Fig. 2).

**Fig. 2:**
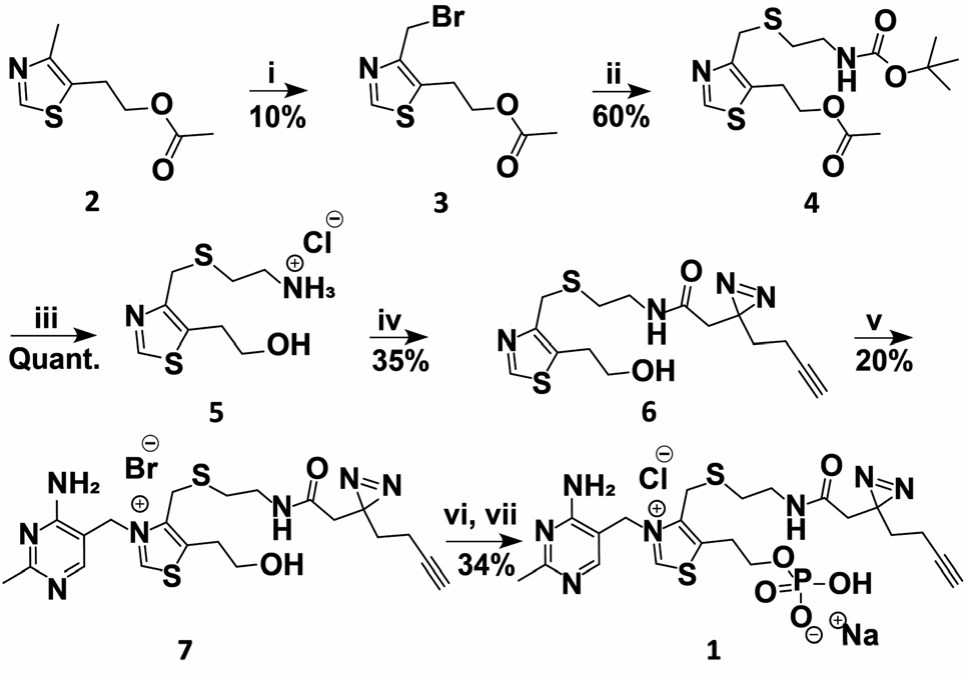
Synthesis of TMP photoaffinity probe 1. Reactions and conditions: (i) NBS, DCM, 370 nm light, rt, 15 min. (ii) 2-(Boc-amino)ethanethiol (9), K_2_CO_3_, ACN, rt, 3 h. (iii) 2 M HCl in MeOH/1,4-dioxane, rt, 2 h. (iv) 2-(3-(But-3-yn-1-yl)-3*H*-diazirin-3-yl)acetic acid (10), DIPEA, DMF, EDC·HCl, HOBt, rt, 16 h. (v) 4-Amino-5-bromomethyl-2-methylpyrimidine hydrobromide (11), DMF, 30 °C, 16 h. (vi) POCl_3_, TMP, 0 °C, 3 h (vii) NaClO_4_, acetone, 0 °C, 30 min. See ESI† for details.

### Transcriptome-wide profiling using TMP probe 1

To profile interactions between TMP probe 1 and a bacterial transcriptome, total RNA extract was isolated from *E. coli* (see ESI† for details), incubated with 50 μM 1 at 37 °C for 30 minutes to ensure all potential interactions can be captured, and exposed to 365 nm light to initiate covalent labeling. Next, a biotin group was attached to the alkyne handle of the probe-RNA complexes using copper(i)-catalyzed azide–alkyne cycloaddition (CuAAC). Biotinylated RNA-probe complexes were isolated using Streptavidin magnetic beads and purified for library preparation and next-generation sequencing (Fig. 3A). Reads were aligned to the *E. coli* K12 MG1655 genome using Bowtie2,^48^ summarized using FeatureCounts^49^ and RNA enrichments over DMSO control samples were analyzed using EdgeR.^50^ This analysis showed 55 potential significantly enriched genes that might interact with probe 1 (Table S1†). 

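The deposited counts cover 6 libraries of pulled-down RNA, 3 from RNA incubated with 50 μM TMP probe 1 and 3 from RNA that received DMSO. The RNA came from *E. coli* CS1562, a K-12 strain with an insertion in *tolC*, the gene of the outer membrane channel of drug efflux pumps, grown in LB. A count, scaled to its library, thus measures a transcript's share of the library made from RNA recovered on the streptavidin beads. The probe and DMSO libraries are compared for these shares, not for the amount of RNA recovered or for expression in differently treated cells. The library kit named in the supplement includes a ribosomal depletion (RiboErase), so rRNA counts are those left after it. For the DMSO samples 3 times as much RNA was used as input, while the labels give 25 ng of RNA for the libraries of both groups. The libraries are labelled as copies 1 to 3 of each group, named replicates here, and nothing says that the copies came from separate cultures, so p-values measure only the spread between these samples, which may be technical. The probe libraries held 14993018, 20093665 and 19413160 counts, and the DMSO libraries 19990709, 43513040 and 41762871. Of these counts, 95.6% ± 0.418 (SD, n = 3) in the probe libraries and 95.9% ± 0.372 (SD, n = 3) in the DMSO libraries fell in rRNA genes (exact two-sided permutation test, p = 0.4, where 0.1 is the smallest p that 3 libraries against 3 allow). Between 620519 and 955496 counts per probe library and between 821050 and 1896100 per DMSO library were left for all other genes. The authors aligned the reads with Bowtie2 and counted them per gene with featureCounts 2.0.3 on the ASM584v2 annotation of K12 MG1655, with no option for strand or for reads shared between copies of a gene. Overlapping or antisense genes, and near-identical copies such as the rRNA genes, are therefore uncertain. From the counts, genes with at least 1 CPM, the count scaled to the library's total as in the supplement, in at least 3 of the 6 libraries were kept, libraries were scaled by TMM, and probe and DMSO libraries were compared by edgeR's quasi-likelihood test.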

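At the paper's thresholds, a P value of 0.05 and a log2 fold change of 0.5, 42 genes were enriched with probe 1 and 47 were depleted. The largest increases among enriched genes whose probe libraries all lay above the DMSO libraries were in *yejA*, which encodes the periplasmic binding protein of a peptide transporter, with a log2 fold change of 2.06 (standard error 0.578), and in *trmO*, a tRNA methyltransferase gene, with 1.76 (standard error 0.723). They were followed by *kefB*, which encodes a potassium efflux antiporter (1.56, standard error 0.55), *yihD* (1.52, standard error 0.392) and *nrfC* of formate-dependent nitrite reduction (1.36, standard error 0.551). Not all of these held under other settings. The P of *trmO* was above 0.05 with no filter, with 1 CPM in at least 1 library and without DMSO replicate 2, and its log2 fold change was 1.37 without DMSO replicate 2 and 2.55 without DMSO replicate 3. That of *kefB* was above 0.05 without probe replicate 2, and that of *nrfC* with the replicate number as a block and without DMSO replicate 2 or 3. In these settings the log2 fold change was 1.37 for *kefB* and 1.30 to 1.38 for *nrfC*. *yejA*, *trmO* and *nrfC* fell below the limit of 1 CPM when any probe library was left out. Several of these transcripts were rare: *yejA* had 22, 71 and 46 counts in the probe libraries and 11, 28 and 19 in the DMSO libraries. Among the more abundant enriched transcripts were *rpmF*, which encodes a protein of the large ribosomal subunit, with 0.93 (standard error 0.286), and *pepN*, an aminopeptidase gene, with 0.60 (standard error 0.163). The median log2 fold change of the 42 genes was 0.90. In 23 of them every probe library lay above every DMSO library. Over all genes tested, 12% were separated in this way in either direction, where chance gives 10%.
No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (smallest adjusted p = 0.579), while DESeq2 called 1 gene, *rnpB*, and edgeR with no filter on low counts called 7 enriched and 2 depleted genes and 92 enriched genes at the paper's thresholds. Of the 2170 genes tested, 108 had an unadjusted P below 0.05, where 5% of them is 108.5. Without probe replicate 3 the number of enriched genes was 26, and 9 of the 42 were still among them.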

Next, we analyzed these hits on biological function (Table S1†) and size of untranslated region since most metabolite binding pockets reside in the 5′ UTR and are >50 nts.^2,12,51^ Based on these restrictions, we first focused on 3 bacterial transcripts: *rnpB*, *prs* and *ribB*. *rnpB* contains the essential catalytic RNA component of RNase P, *prs* encodes for a ribose-phosphate diphosphokinase and comprises a 5′ UTR of 301 nts, and *ribB* encodes a synthase involved in flavin biosynthesis and is controlled by a well-reported riboswitch. These 3 genes were further validated on interacting with probe 1 using RT-qPCR (Fig. 3A and B).

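After scaling, all 3 transcripts were more abundant in every probe library than in every DMSO library, by similar factors. *rnpB* (NC_000913.3 of ASM584v2, 3270216 to 3270592, minus strand) had 279 ± 16.7 TMM-normalized CPM (SD, n = 3) with probe 1 and 160 ± 37.5 (SD, n = 3) with DMSO, a log2 fold change of 0.80 (standard error 0.176) and a −log10 P of 3.24. *prs* (1260928 to 1261875, minus strand) had 29.1 ± 0.88 CPM (SD, n = 3) with probe 1 and 17.6 ± 1.02 (SD, n = 3) with DMSO, a log2 fold change of 0.72 (standard error 0.163) and a −log10 P of 3.14. *ribB* (3183813 to 3184466, minus strand) had 8.94 ± 2.27 CPM (SD, n = 3) with probe 1 and 5.58 ± 0.487 (SD, n = 3) with DMSO, a log2 fold change of 0.68 (standard error 0.25) and a −log10 P of 1.76. The counted interval of *ribB* is the annotated gene of 654 bp. The 3 genes had adjusted p-values of 0.579, 0.579 and 0.925 in edgeR's quasi-likelihood test over all genes. *ribB* rested on 122, 144 and 241 counts in the probe libraries, and without probe replicate 3 its log2 fold change was 0.46 and without DMSO replicate 3 it was 0.60, both with a P above 0.05.

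**Figure D1:**
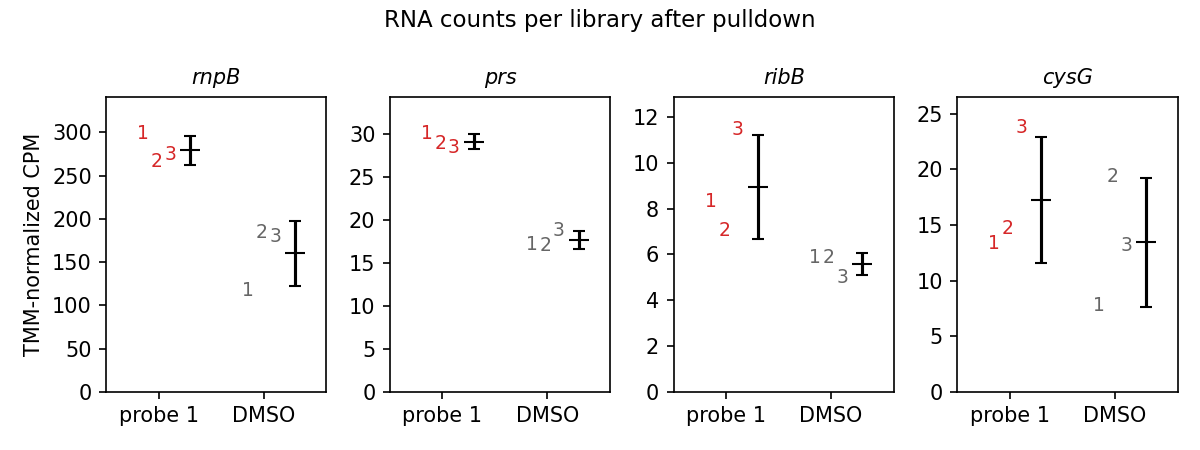
TMM-normalized CPM of *rnpB*, *prs*, *ribB* and *cysG*, the reference gene of the RT-qPCR, in the libraries with probe 1 (red) and DMSO (grey). Each digit is one library, named by its replicate number, and the bars are the mean and SD (n = 3); the libraries of the first 3 genes do not overlap between the groups, while those of *cysG* do.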

**Fig. 3:**
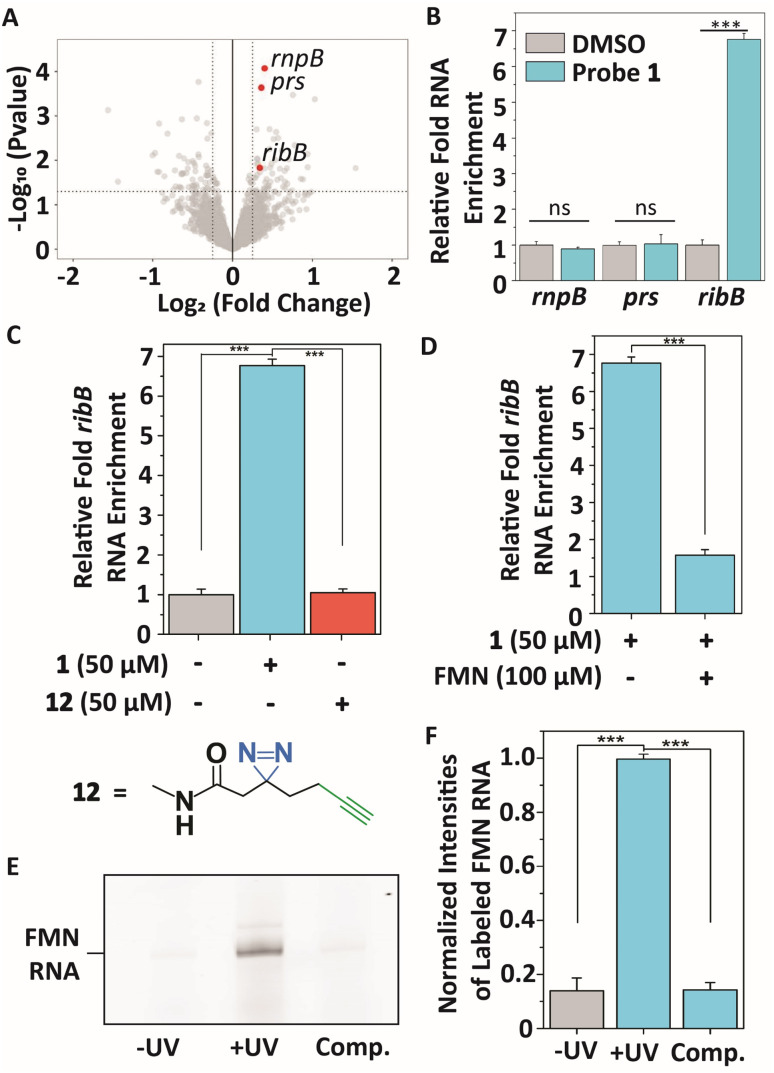
Transcriptome-wide profiling of interactions of TMP probe 1 with *E. coli* RNA extracts. (A) Volcano plot showing genes that were enriched after photocrosslinking with probe 1 compared to DMSO control samples. Significant enrichment limits were indicated by −Log10 (*P* value >1.3) and a Log2 (fold change) > 0.5. (B) Validating the interactions of the highlighted genes in (A) with probe 1 compared to DMSO control samples using RT-qPCR. Error bars indicate standard deviations of three biological replicates, each consisting of two technical replicates. (C) Relative enrichment of *ribB* RNA with probe 1 compared to DMSO control and control diazirine linker 12. (D) Relative enrichment of *ribB* RNA in the presence of FMN (100 μM). Error bars represent standard deviations of three biological triplicates, each consisting of two technical replicates. (E) Denaturing RNA gel showing selective photoaffinity labeling when TMP probe 1 was incubated with FMN riboswitch RNA. ‘−UV’ indicates no UV irradiation was performed during the experiment. ‘Comp’. indicates labeling in the presence of 100 μM FMN. RNA gels, corresponding RNA stained gels and an oligo ladder are included in Fig. S1.† (F) Quantification of gel band intensities observed in (E) and Fig. S1† in triplicate. ‘−UV’ indicates no UV irradiation was performed during the experiment. ‘Comp’. indicates labeling in the presence of 100 μM FMN. Error bars indicate standard deviations of triplicate measurements. Statistical significance was defined using an unpaired two-tailed Student's *t*-test (ns indicates non-significant (*p* > 0.05), ***p < 0.001).

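On the other side of the volcano plot, the 47 depleted transcripts had log2 fold changes of −0.51 to −2.01, and in 37 of them every probe library lay below every DMSO library. The lowest values among those separated were those of *udk*, which encodes uridine kinase (−1.84, standard error 0.567), *nanE* of sialic acid catabolism (−1.84, standard error 0.692) and *wbbH* of O-antigen synthesis (−1.63, standard error 0.523). Next came *mdlB* (−1.43), an ABC transporter gene, *priA* (−1.34), the replication restart helicase gene, *diaA* (−1.27), whose protein binds the replication initiator DnaA, and *coaA* (−1.25), the pantothenate kinase gene. *udk*, *nanE*, *wbbH*, *mdlB* and *coaA* were below 1 CPM in every probe library, so they passed the limit on low counts only through the DMSO libraries. *nanE* had 4, 10 and 5 counts in the probe libraries and *udk* 14, 10 and 16 (adjusted p = 0.925 for both in edgeR's quasi-likelihood test). *tnaC*, the leader peptide of the tryptophanase operon, had −1.22 (standard error 0.472), with 1.52 CPM in probe replicate 3 against 6.75 and 10.5 in the other probe libraries. *dinJ* (−1.16) and *yhhS* (−1.12) complete the list. With limits at 0.25 in place of 0.5, 50 genes were enriched and 58 depleted. With libraries scaled by their totals alone, 64 genes were enriched and 26 depleted, so that 71.1% of the calls were increases against 47.2% with TMM; the median of all genes then lay at 0.08 on the log2 scale.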

An approximate 6.7-fold enrichment of *ribB* was found when using probe 1 as compared to a DMSO control, whereas *rnpB* and *prs* showed no significant enrichment (Fig. 3B). Remarkably, TMP is not a known ligand for the FMN riboswitch. To further verify this result, control photoaffinity linker 12 was synthesized and tested (Fig. 3C), and showed no *ribB* enrichment, indicating that probe 1 selectively interacts with the FMN riboswitch-encoding transcript. To assess if TMP probe 1 interacts selectively with the aptamer of the FMN riboswitch, a competing amount of the FMN natural ligand (100 μM) was incubated with total *E. coli* RNA. A stark reduction in enrichment for *ribB* was observed in the presence of FMN (Fig. 3D), suggesting that 1 selectively binds to the FMN aptamer.

These results were further confirmed by incubating 25 μM probe 1 with 1 μM *in vitro* transcribed FMN riboswitch aptamer at 37 °C for 30 minutes. After UV irradiation, a fluorescein fluorophore was attached to the alkyne ligation handle using CuAAC and the probe-RNA complexes were analyzed by denaturing polyacrylamide gel electrophoresis (PAGE) (Fig. 3E, F and S1A, B†). This probe concentration was sufficient to observe labeling of the FMN riboswitch when both UV irradiation and fluorophore ligation steps were included. Selective photocrosslinking of the aptamer was demonstrated by pre-incubating with 100 μM FMN as competitor. The observed labeling signal disappeared, indicating that FMN and TMP probe 1 likely occupy the same binding pocket within the riboswitch (Fig. 3E, F and S1A, B†).

To further show selectivity of the interaction with the FMN riboswitch, the *in vitro* labeling experiment using 1 was repeated with the TPP riboswitch. This riboswitch has high affinity for TPP, which is structurally similar to TMP.^25,55^ A competition experiment with 100 μM TPP as competitor was also included. No selective binding to the TPP riboswitch aptamer was observed upon UV irradiation and fluorescent labeling (Fig. S2A and B†), thereby further confirming the selectivity of probe 1 for the FMN riboswitch compared to other RNAs (Fig. 3A and Table S1†).

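In the sequencing data, the other tested genes under a riboswitch did not pass the P value threshold with probe 1, and *ribB* was the 1 enriched gene among the 6 tested (adjusted p = 0.979 for the list in camera). *thiC*, the first gene of the operon behind a TPP riboswitch, had a log2 fold change of −1.02 (standard error 0.692). *thiM*, whose TPP riboswitch was used in the labeling experiment, was below the limit on low counts and was not tested. *lysC*, under the lysine riboswitch, had −0.27 (standard error 0.395), and *mgtA*, under a magnesium-sensing leader, had 0.14 (standard error 0.238). *btuB* of cobalamin uptake and *moaA* of molybdenum cofactor synthesis both had −0.01 (standard errors 0.256 and 0.501). None of the 4 tested genes of thiamine biosynthesis and transport passed the threshold either (list adjusted p = 0.534 in camera), with *thiI* at −0.14, *thiK* at 0.14 and *thiL* at −0.03. The other 5 genes of riboflavin and FMN biosynthesis had values of −0.43 (*ribA*), −0.28 (*ribE*), −0.24 (*ribC*), 0.07 (*ribD*) and −0.01 (*ribF*), and none passed (list adjusted p = 0.979). The values of *lysC*, *mgtA*, *btuB*, *moaA*, *ribD*, *ribF*, *thiK* and *thiL* change sign when a library is left out, and those of *btuB*, *moaA*, *ribF* and *thiL* also with scaling by library totals alone. With standard errors of this size, differences as large as that of *ribB* were not detectable in several of these genes. The values are counts over the annotated genes, and reads in the riboswitch leaders upstream of them were not looked at.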

### Localizing the TMP binding site

We next sought to localize the exact binding site of 1 within the FMN riboswitch using a reverse transcription termination assay (Fig. 4A).^38,56^ Defining the photocrosslinked nucleotides was performed by incubating 50 μM 1 with 1 μM RNA at 37 °C for 30 minutes, after which the interactions were captured by UV irradiation. This probe concentration was used to ensure a sufficient amount can covalently bind the FMN riboswitch upon light exposure and photocrosslinked nucleotides can be detected. The RNA was purified, and reverse transcription was performed using a fluorescently labeled primer, which stops where the probe was crosslinked to the RNA (Fig. 4A, see ESI† for details). The exact photocrosslinked nucleotides were deduced by sequence analysis using gel electrophoresis (Fig. 4B, C and S3†). New stops appeared at G115 and G154 after photocrosslinking. These stops were only observed after photocrosslinking 1 to the RNA. When 100 μM FMN was added in addition to probe 1 to compete for RNA binding, the RT stops disappeared, implying that these RT stops are indeed specific and originate from photocrosslinking of the probe to the RNA (Fig. 4B, C and S3†). The photocrosslinked nucleotides are reported to be in aptamer regions that are important for ligand binding. Additionally, molecular docking of probe 1 in the conserved riboswitch aptamer predicted a similar interaction pattern at the phosphate side as observed with FMN, whereas the diazirine is pointed in the direction of G154 where we observe a stop (Fig. 4D and S4A–C†).

**Fig. 4:**
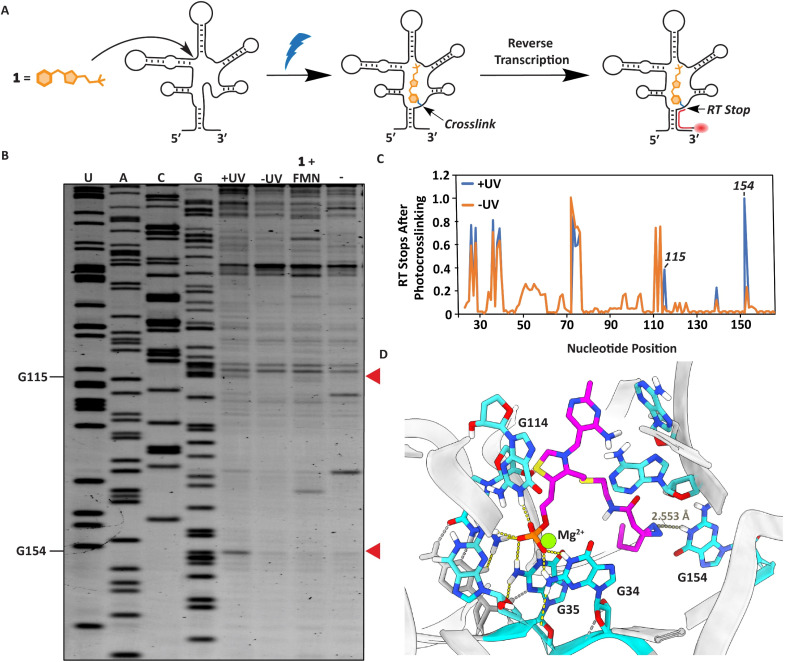
Localization of the photocrosslinks between probe 1 and the RNA aptamer. (A) Schematic illustration of the strategy to determine the photocrosslink sites in the RNA with nucleotide resolution. (B) PAGE gel after performing the RT stop assay. Red arrows indicate RT stops induced by UV irradiation compared to the shown controls. (C) Quantification of gel lane intensities observed in the PAGE gel. Gel lane intensities of all nucleotide bands were measured for the samples with (+) and without (−) UV irradiation. The quantification was performed using triplicate measurements of the RT stop assay (Fig. S3†). (D) Docking predictions of how TMP probe 1 can fit in the conserved FMN riboswitch aptamer of *Fusobacterium nucleatum* (PDB:3F2Q)^52,53^ with highlighted nucleotides annotated according to FMN riboswitch numbering of *ribD* from *Bacillus subtilis.*^54^

### RNA SHAPE analysis

After verifying binding of TMP probe 1 to the FMN riboswitch, we proceeded to examine interactions between unmodified metabolite TMP and the riboswitch. Therefore, TMP binding was studied with Selective 2′-Hydroxyl Acylation analyzed by Primer Extension (SHAPE) analysis and compared to FMN.^3,56–58^ FMN and TMP were separately incubated at 100 μM or 500 μM respectively with the riboswitch at temperatures between 4–37 °C for 30 minutes, after which 1M7 (ref. 59) was used to acylate the RNA. The concentration of FMN was based on previous experiments,^56^ whereas the chosen concentration of TMP ensured capturing potential interactions with the FMN RNA. The RNA was purified by precipitation, reverse transcribed using a fluorescently labeled primer and analyzed using PAGE. Only at lower incubation temperatures significant SHAPE differences were observed for TMP, hinting that the observed TMP interactions are likely weaker and more dynamic than the interactions of FMN (Fig. 5A, B and S5, S6A, B†). Similar enhanced nucleotide reactivity patterns were observed for FMN and TMP at nucleotides in the region at G43 and U113 (Fig. 5A, B and S5†). These interactions are reported to be important for recognition of the phosphate group of FMN by the RNA aptamer.^54,60^ Additionally, G34 became less reactive and U153 more reactive upon binding of FMN compared to binding of TMP. U153 is reported to be expulsed out of the aptamer upon binding of the isoalloxazine ring of FMN. This is a critical conformational change in the J6/1 joining region for ligand binding and turning off expression of the downstream gene,^54,60^ which is notably not observed for TMP (Fig. 5A and B).

**Fig. 5:**
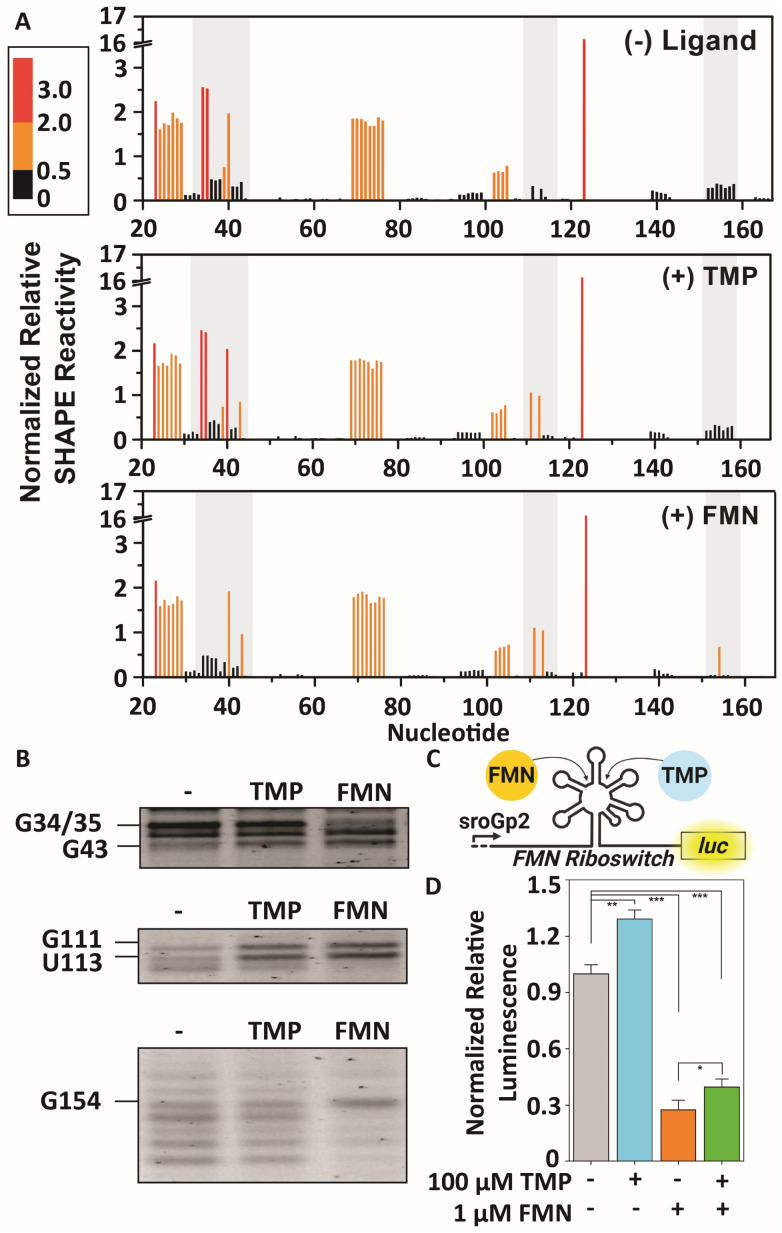
TMP binding to the FMN riboswitch RNA. (A) Quantification of SHAPE reactivity of the FMN riboswitch in the absence (−) or presence (+) of TMP or FMN. Quantified signals were based on triplicate measurements (Fig. S5†) and corrected for loading differences. Columns are colored by nucleotide SHAPE reactivities (see scale). Black bars are considered not reactive (<0.5), whereas red bars are considered highly reactive (>2.0). (B) Regions of the PAGE of the SHAPE experiment highlighted in (A) that show ligand-induced reactivity changes. (C) Schematic illustration of the IVTT assay using FMN and TPP as natural ligands. (D) Normalized relative luminescence signals observed when psroGp2-FMN-luc and psroGp2-luc were incubated with indicated ligands in IVTT assays. Error bars represent standard deviations based on triplicate measurements. Statistical significance was examined using an unpaired two-tailed Student's *t*-test (*p < 0.05; **p < 0.01; ***p < 0.001).

### Effect of TMP on gene expression using an *in vitro* transcription/translation system

To examine if the metabolite TMP exerts a potential effect on gene expression through interacting with the FMN riboswitch, we constructed an *in vitro* transcription/translation (IVTT) assay using an *E. coli* extract system based on earlier work from Pedrolli *et al.*^61^ (Fig. 5C). A plasmid DNA template was constructed that encodes for a firefly luciferase gene that is under control of the natural promotor sroGp2 and FMN riboswitch sequence of *ribB* from *E. coli* (psroGp2-FMN-luc). As a control, a plasmid encoding for the same promotor and firefly luciferase gene was produced without the riboswitch to exclude other effects (psroGp2-luc).^61^ IVTT reactions were performed using 7.5 nM plasmid and luminescence signals were measured for 2 hours (Fig. 5C, D and S7A–D†).

At 1 μM FMN the luminescence signal was inhibited by approximately 74% ± 5.1% (Fig. 5D and S7A–C†). To test the effect of TMP a markedly higher concentration of 100 μM was used to compensate for the potentially weaker binding observed by SHAPE. Surprisingly, TMP increased the luminescence signal with approximately 29% ± 4.8% (Fig. 5D and S7A–C†) instead of reducing it like FMN. The lack in signal reduction is in line with the SHAPE data that showed that TMP seems to interact with the phosphate binding site of the FMN riboswitch, but does not induce a conformational change of the riboswitch that results in inhibition of gene expression. To examine if TMP can compete with FMN for riboswitch binding, both ligands were incubated simultaneously. Interestingly, in this case the luminescent signal was only inhibited by 60% ± 3.9% (Fig. 5D and S7A–C†). This reduced inhibition compared to incubation with FMN only implies that TMP and FMN both compete for binding to the FMN riboswitch and have inverse effects on the expression level. As a further control, the experiment was repeated with 100 μM thiamine, the non-phosphorylated counterpart of TMP (Fig. 1B). In this case, no effect on luciferase expression was observed, hinting at the importance of the predicted phosphate interaction in the riboswitch aptamer (Fig. S7D†).

All data combined, it appears that TMP can selectively interact with the earlier well-characterized FMN riboswitch,^15,54,60,61^ albeit with lower affinity than its known cognate ligand FMN (Fig. S6A and B†).

## Conclusions

In summary, a TMP photoaffinity probe was synthesized and used to perform chemotranscriptomic profiling of TMP on total RNA from bacteria. After enrichment and RNA sequencing, TMP probe 1 appeared to bind to the *ribB* transcript that includes the FMN riboswitch. 

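Relative to *cysG*, which the paper used as the reference in RT-qPCR, the counts of *ribB* were 1.18-fold higher with probe 1. These counts cover the annotated gene and not the riboswitch leader upstream of it. The log2 ratio of *ribB* to *cysG* counts was −0.93 ± 0.213 (SD, n = 3) with probe 1 and −1.17 ± 0.684 (SD, n = 3) with DMSO (exact two-sided permutation test, p = 0.5), and the difference of 0.24 became −0.03 without DMSO replicate 2 and 0.63 without DMSO replicate 1. *cysG* itself had a log2 fold change of 0.36 (standard error 0.309), with overlapping groups. The value depended on single libraries and was 0.71 without DMSO replicate 2, with a P below 0.05, and 0.05 without probe replicate 3. Against the TMM-normalized library, *ribB* was 1.61-fold higher (95% interval 1.10 to 2.34 from edgeR's quasi-likelihood fit), *rnpB* 1.74-fold (1.34 to 2.27) and *prs* 1.65-fold (1.29 to 2.11). The log2 ratio of *ribB* to *rnpB* counts differed by −0.18 between the groups, less than the spread between replicates (exact two-sided permutation test, p = 0.5). The paper reasons from the enriched genes to *rnpB*, *prs* and *ribB* by their biological function and the size of the untranslated region, to *ribB* by the RT-qPCR of Fig. 3B and the control linker 12 of Fig. 3C, and to the riboswitch in this transcript by the competition with FMN. Its further evidence for the riboswitch does not rest on the pulldown. It includes labeling of the isolated aptamer with and without FMN, the TPP riboswitch as a control, and reverse transcription stops. Docking, SHAPE and the reporter assay with unmodified TMP add to these.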

Validation with RT-qPCR and competition experiments suggest that probe 1 selectively binds in the aptamer domain. Using a termination assay, the bindings sites were obtained with nucleotide resolution. Subsequently, the unmodified metabolite TMP was investigated on interacting with the FMN riboswitch using SHAPE and IVTT. TMP induced a conformational change in the FMN riboswitch aptamer and increased gene expression levels in an IVTT assay. These results hint at a possible biological role of TMP that needs to be investigated further, considering the high micromolar concentration present in bacteria,^62^ in particular, when compared to FMN, which is reported to be present in low micromolar concentrations.^63^ TMP probe 1 appeared to interact with other transcripts as well, of which the significance needs to be further explored. Moreover, we believe that this study emphasizes the potential power of photoaffinity labeling to identify small molecule binding sites within the transcriptome.

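Of the gene lists other than Table S1, that of the 5S rRNA genes had the highest median: all 8 copies were higher with probe 1 and 6 passed both thresholds (2 when adjusted over the list alone, none over all genes), with a median log2 fold change of 0.85. The list had an adjusted p of 5.78e-09 in camera, and an adjusted p = 0.294 with an estimated correlation, with an estimated inter-gene correlation of 0.946 between these near-identical copies. 5S counts summed over the copies were highest in probe replicate 3 when scaled to the library total, and their log2 fold change of 0.86 (standard error 0.312) was 0.60 without that library and 0.61 without DMSO replicate 3, both with a P above 0.05, but 1.32 without DMSO replicate 2 and 1.09 without probe replicate 1. The 14 genes of 16S and 23S rRNA had a median of −0.10 and none passed (adjusted p = 0.159, and without DMSO replicate 3 an adjusted p of 0.0073 at the preset correlation and 0.62 with an estimated one). Of 3 tested housekeeping non-coding RNAs, 2 were enriched, *rnpB* and *ssrS*, the RNA polymerase-binding 6S RNA (0.62, standard error 0.251), while *ssrA*, the tmRNA, had 0.06 (list adjusted p = 0.00219, and adjusted p = 0.294 with an estimated correlation). Both passed when adjusted over the list alone. Of 12 tested genes of purine nucleotide biosynthesis, *prs* and *purL* (0.69) rose, with 1 past the threshold when adjusted over the list alone (list adjusted p = 0.0262; adjusted p = 0.294 with an estimated correlation; adjusted p = 0.186 without probe replicate 3 and 0.0931 without DMSO replicate 1). All 7 tested genes of the insertion element IS1 were higher and *insB6* passed (list adjusted p = 0.00217, and adjusted p = 0.434 with an estimated correlation). At the preset correlation the adjusted p in camera was 0.234 without probe replicate 3 and 0.0512 without DMSO replicate 2. The estimated inter-gene correlation was 0.809, so the 7 genes are not 7 separate measurements.
In the TCA cycle list of 20 genes, *sdhC* (1.07), *sdhD* (1.21) and *frdD* (0.54) were enriched and *sucB* (−0.57) was depleted, while *gltA* (0.45) had a P below 0.05 but lay under the limit of 0.5 (list adjusted p = 0.252). Of 26 periplasmic binding protein genes, *yejA*, *dppA* (1.10) and *glnH* (0.63) were enriched, 1 was depleted, and *rbsB* (0.46) had a P below 0.05 but lay under the limit (adjusted p = 0.159). *dppA* had 643 counts in probe replicate 3 against 181 and 195 in the other probe libraries. Without probe replicate 3, *dppA*, *glnH*, *sdhC*, *sdhD* and *frdD* were no longer called enriched, and *yejA* fell below the limit on low counts. *trpE*, the first structural gene of the tryptophan operon, had 1.41 (standard error 0.546) and was the 1 of 9 genes behind a leader-peptide attenuator to pass (adjusted p = 0.106); its 254 counts in probe replicate 3 compare with 28 and 74 in the other probe libraries. Among 54 ribosomal protein genes *rpmF* was enriched and *rpmJ* (−0.64) depleted, while *rplX* (−0.42) had a P below 0.05 within the limit (adjusted p = 0.979). Without probe replicate 3 this list was lower with an adjusted p of 2.48e-05 in camera at the preset correlation, and with an adjusted p = 0.715 when its correlation was estimated (0.554). *nuoH* (−0.63) was depleted among 22 genes of NADH dehydrogenase I and ATP synthase, and *atpB* (−0.38) had a P below 0.05 within the limit (adjusted p = 0.092, and 0.0465 without probe replicate 1, there 0.349 with an estimated correlation). Of 23 outer membrane genes none passed both thresholds (adjusted p = 0.534), and *nlpD*, with a log2 fold change of 0.37, had a P below 0.05 but lay under the limit of 0.5. Of 11 tRNA genes *glyW* (−2.01) was depleted (adjusted p = 0.841), and with no filter, where 81 tRNA genes were tested, the list turned to an increase (adjusted p = 0.041, and 0.575 with an estimated correlation). Of 3 small regulatory RNAs none passed (adjusted p = 0.377). All list p-values come from camera and are adjusted over the 17 lists. The lists with an adjusted p below 0.05 all hold genes of Table S1, which was picked on these libraries (6 of the 5S rRNA genes and 2 each of the housekeeping RNAs, purine biosynthesis and IS1), so their p-values are not independent evidence.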

## Data availability

ESI data have been included in the ESI. RNA sequencing data for this article are at Gene Expression Omnibus (GEO) and can be obtained by using the article title.†

## Author contributions

S. C. synthesized all compounds and performed the biochemical assays. C. F. M. optimized part of the synthesis route and performed the docking study. A. S. assisted in synthesizing the compounds and visualized the docking study results. D. A. L. v. d. H. analysed the sequencing data. W. A. V. designed the project and supervised experiments. S. C. and W. A. V. wrote the paper with input from all authors.

## Conflicts of interest

There are no conflicts to declare.

## Supplementary Material

SC-016-D4SC06189F-s001

# Supplementary material for: Chemotranscriptomic profiling with a thiamine monophosphate photoaffinity probe
**Source:** Chem Sci. 2025 Feb 11;16(11):4725–31. doi: 10.1039/d4sc06189f
**Supplement:** SC-016-D4SC06189F-s001

Supplementary Information

Chemotranscriptomic Profiling with a Thiamine Monophosphate Photoaffinity Probe

Stefan Crielaard, Casper F. M. Peters, Alexandar Slivkov, Daphne A. L. van den Homberg and Willem A. Velema *

Table of Contents

**SUPPLEMENTARY TABLE S1**	**2**
**SUPPLEMENTARY FIGURES**	**4**
Supplementary Figure S1: Photoaffinity Labeling of the FMN Riboswitch with probe **1** using PAGE	4
Supplementary Figure S2: Photoaffinity Labeling of the TPP Riboswitch with probe **1** using PAGE	5
Supplementary Figure S3: Reverse Transcription Termination Assay using **1** and FMN Riboswitch RNA	6
Supplementary Figure S4: Molecular Docking Predictions of FMN and Probe **1** in the FMN Riboswitch	7
Supplementary Figure S5: Denaturing PAGE after SHAPE with FMN or TMP in the FMN Riboswitch	8
Supplementary Figure S6: Concentration-dependent differences in SHAPE patterns of the FMN riboswitch after incubating with different concentrations of TMP or FMN	9
Supplementary Figure S7: IVTT assay with FMN, TMP, Both Ligands or Thiamine	10
**EXPERIMENTAL SECTION**	**11**
**BIOCHEMICAL EXPERIMENTS**	**11**
Culturing Bacteria and RNA extraction	11
Photoaffinity Labeling in Total RNA Extract	11
Polymerase Chain Reaction and <i>In Vitro</i> Transcription of FMN Riboswitch RNA	12
Photoaffinity labeling of the FMN and TPP Riboswitch <i>in vitro</i>	12
Reverse Transcription Termination Assay	13
Molecular Docking	13
Selective 2' Hydroxyl Acylation analyzed by Primer Extension	14
Construction of psroGp2-FMN-luc and psroGp2-luc	14
<i>In Vitro</i> Transcription/Translation Assay	16
**SYNTHESIS, PURIFICATION AND ANALYSIS OF COMPOUNDS**	**17**
**SPECTRA**	**22**
**REFERENCES**	**80**

SUPPLEMENTARY TABLE S1

**Genes:**	**Biological function:**
<i>rnpB</i>	RNase P catalytic RNA component
<i>prs</i>	Ribose-phosphate diphosphokinase
<i>ribB</i>	3,4-dihydroxy-2-butanone 4-phosphate, a precursor in the biosynthesis of riboflavin (FMN riboswitch in the 5' UTR)
<i>yihD</i>	DUF1040 domain-containing protein YihD
<i>yejA</i>	Periplasmic binding component of a putative ATP-dependent oligopeptide uptake system
<i>rpmF</i>	50S ribosomal subunit protein L32
<i>pepN</i>	Aminopeptidase N
<i>dppA</i>	Periplasmic binding protein of a dipeptide ABC transport system
<i>rrfF</i>	5S ribosomal RNA
<i>rrfD</i>	5S ribosomal RNA
<i>kefB</i>	Glutathione-regulated potassium efflux system
<i>aldA</i>	Aldehyde dehydrogenase A
<i>ykgG</i>	DUF162 domain-containing lactate utilization protein
<i>treF</i>	Cytoplasmic trehalase
<i>glnH</i>	Periplasmic binding component of an L-glutamine ABC transport system
<i>hypB</i>	Hydrogenase isoenzymes nickel incorporation protein
<i>trpE</i>	Anthranilate synthase subunit TrpE
<i>sdhC</i>	One of two membrane proteins part of the four subunit succinate dehydrogenase enzyme
<i>rrfG</i>	5S ribosomal RNA
<i>lrp</i>	DNA-binding transcriptional dual regulator Lrp
<i>psd</i>	Phosphatidylserine decarboxylase proenzyme
<i>mug</i>	Stationary phase mismatch/uracil DNA glycolase
<i>ushA</i>	Periplasmic UDP-sugar hydrolase (5'-nucleotidase)
<i>yiiX</i>	Putative lipid-binding hydrolase
<i>rrfH</i>	5S ribosomal RNA
<i>nrfC</i>	Nitrite reductase
<i>rsxD</i>	Reducer of SoxR
<i>metI</i>	Bifunctional aspartokinase/homoserine dehydrogenase 2
<i>purL</i>	Phosphoribosylformylglycinamide synthase
<i>yfeO</i>	Putative ion-transporter protein
<i>ssrS</i>	6S RNA involved in stationary phase regulation of transcription by the sigma70-holoenzyme
<i>parE</i>	DNA topoisomerase 4 subunit B
<i>sdhD</i>	Succinate dehydrogenase hydrophobic membrane anchor subunit
<i>frdD</i>	Fumarate reductase
<i>plsY</i>	Putative glycerol-3-phosphate acyltransferase
<i>trmO</i>	tRNA m6t6A37 methyltransferase
<i>rrfA</i>	5S ribosomal RNA

Continuing Supplementary Table S1:

**Genes:**	**Biological function:**
<i>purL</i>	Phosphoribosylformylglycinamide synthase
<i>yfeO</i>	Putative ion-transporter protein
<i>ssrS</i>	6S RNA involved in stationary phase regulation of transcription by the sigma70-holoenzyme
<i>parE</i>	DNA topoisomerase 4 subunit B
<i>sdhD</i>	Succinate dehydrogenase hydrophobic membrane anchor subunit
<i>frdD</i>	Fumarate reductase
<i>plsY</i>	Putative glycerol-3-phosphate acyltransferase
<i>rrfA</i>	5S ribosomal RNA
<i>trmO</i>	tRNA m ⁶ t ⁶ A37 methyltransferase
<i>fadB</i>	Multifunctional enoyl-CoA hydratase, 3-hydroxyacyl-CoA epimerase, Δ^3 -cis- Δ^2 -trans-enoyl-CoA isomerase, L-3-hydroxyacyl-CoA dehydrogenase
<i>yeiQ</i>	Putative oxidoreductase YeiQ
<i>corA</i>	Nickel ²⁺ /Cobalt ²⁺ /Magnesium ²⁺ transporter
<i>rrfB</i>	5S ribosomal RNA
<i>frmA</i>	S-(Hydroxymethyl)glutathione dehydrogenase
<i>yggX</i>	Putative Fe ²⁺ -trafficking protein
<i>fau</i>	Putative 5-formyltetrahydrofolate cyclo-ligase
<i>ynfM</i>	Putative transporter
<i>ymcF</i>	Cold shock protein
<i>yfbR</i>	dCMP phosphohydrolase
<i>sgrR</i>	DNA-binding transcriptional dual regulator
<i>insB5</i>	IS1 protein InsB
<i>insB6</i>	IS1 protein InsB
<i>rssA</i>	Putative patatin-like phospholipase
<i>prkB</i>	Putative phosphoribulokinase
<i>ilvB</i>	Acetohydroxy acid synthase I subunit
<i>hybA</i>	Hydrogenase 2 iron-sulfur protein
<i>yeeJ</i>	Inverse autotransporter adhesin

Supplementary Table S1. List of all significantly enriched genes from the sequencing results displayed in **Figure 3A** with biological function included. Biological functions were obtained from RegulonDB v12.0¹.

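Of the 55 genes of Table S1, 51 were tested, and all 51 were higher with probe 1 after TMM scaling, with log2 fold changes of 0.50 to 2.06 and a median of 0.93. At the thresholds of the volcano plot 40 of them were enriched (16 past the threshold when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples). In 29 genes every probe library lay above every DMSO library. The highest values were those of *yejA*, *trmO*, *plsY*, *kefB* and *yihD*; *plsY*, a gene of phospholipid synthesis, had 1.69 (standard error 0.825) with no count in DMSO replicate 1. The lowest were those of *frmA* (0.50, standard error 0.206), the formaldehyde dehydrogenase gene, *frdD*, *hybA* (0.57), a gene of hydrogenase 2, *parE* (0.58), a topoisomerase IV gene, and *prkB* (0.60). Taken as a list, the genes had an adjusted p of 1.78e-47 in camera and an adjusted p = 0.0951 with an estimated correlation. Without probe replicate 3, 10 of the genes were enriched, and without DMSO replicate 3, 21.

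**Figure D2:**
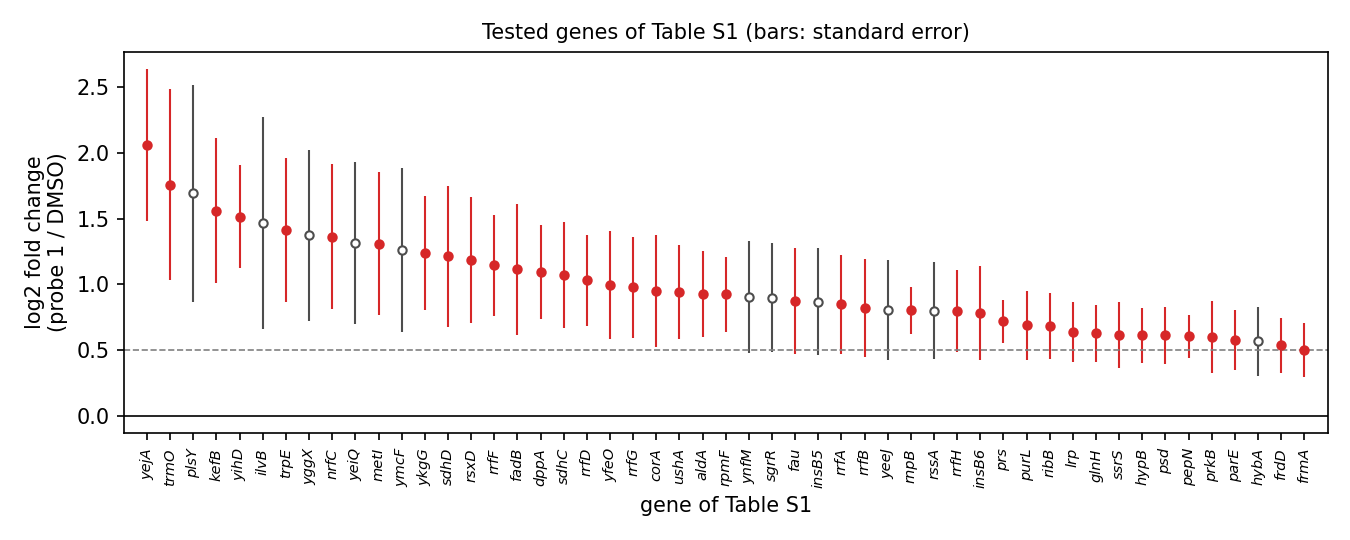
Log2 fold change of the 51 tested genes of Table S1 with probe 1 over DMSO (3 libraries each), with the standard error of edgeR's quasi-likelihood fit as bars. Red filled points are the 40 genes past both thresholds, open points the 11 with a P of 0.05 or more, and the dashed line marks 0.5; all points lie at or above 0.50.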

SUPPLEMENTARY FIGURES

Supplementary Figure S1: Photoaffinity Labeling of the FMN Riboswitch with probe **1** using PAGE

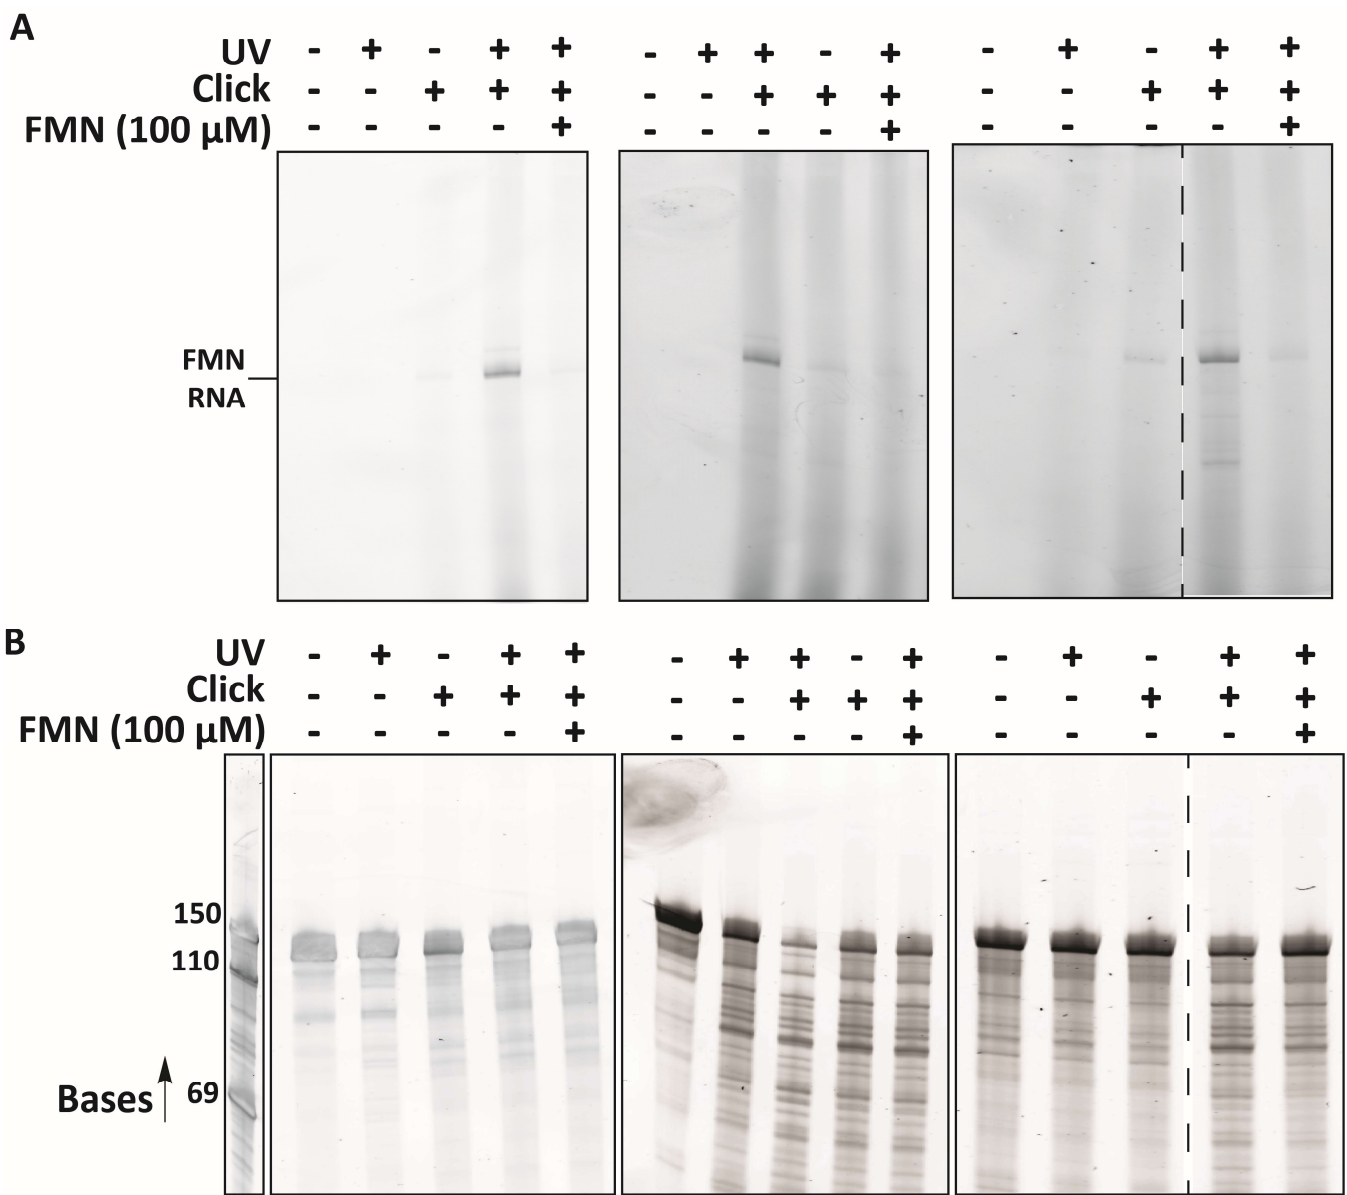

Supplementary Figure S1. The efficiency and competition experiment of 25 μ M TMP probe **1**. (A) Fluorescence imaging of denaturing PAGE gels to show RNA labeling of *in vitro* transcribed FMN riboswitch RNA. (B) SYBR Gold RNA staining of the same denaturing PAGE gels to show presence of equal amounts of RNA in every sample. On the left side, an RNA ladder is included to further indicate labeling of RNA of the proper size. The FMN RNA is expected to be 147 nucleotides.

Supplementary Figure S2: Photoaffinity Labeling of the TPP Riboswitch with probe **1** using PAGE

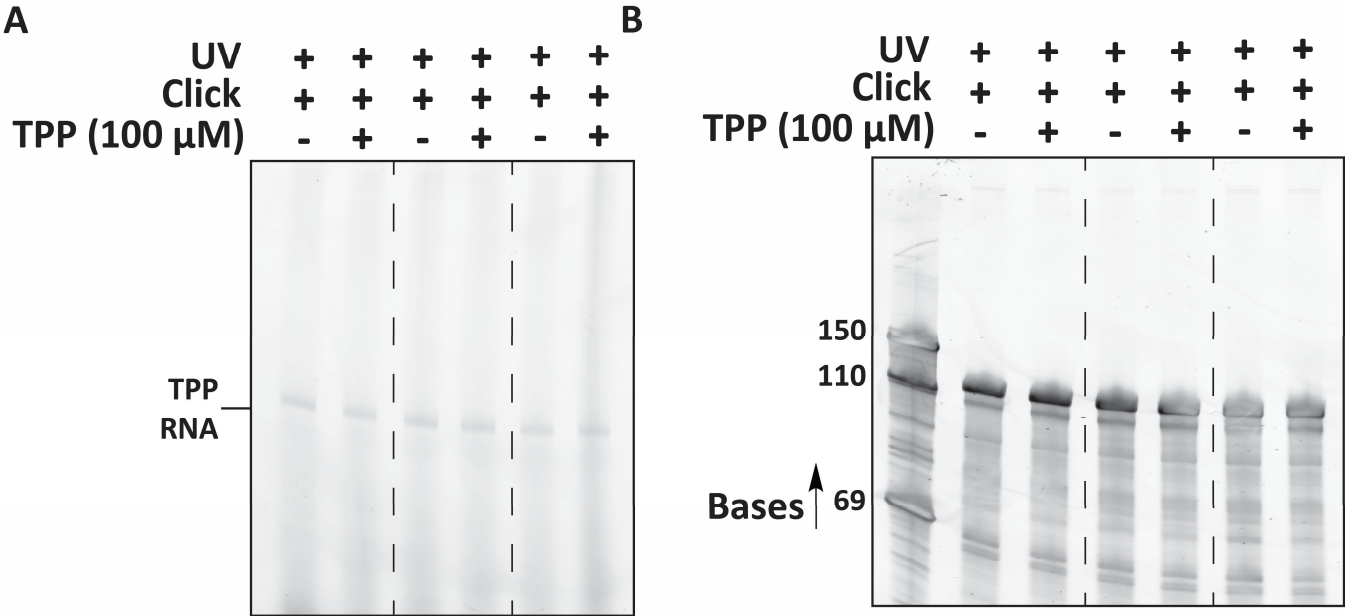

Supplementary Figure S2. Non-selective labeling of the TPP riboswitch aptamer with 25 μ M TMP probe **1**. (A) Fluorescence imaging of denaturing PAGE gels to show non-selective RNA labeling of *in vitro* transcribed TPP riboswitch RNA. (B) SYBR Gold RNA staining of the same denaturing PAGE gels to show presence of equal amounts of RNA in every sample. On the left side, an RNA ladder is included to further indicate labeling of RNA of the proper size. The *in vitro* labeling and competition experiment were both performed in triplicates. The TPP RNA is expected to be 138 nucleotides.

Supplementary Figure S3: Reverse Transcription Termination Assay using **1** and FMN Riboswitch RNA

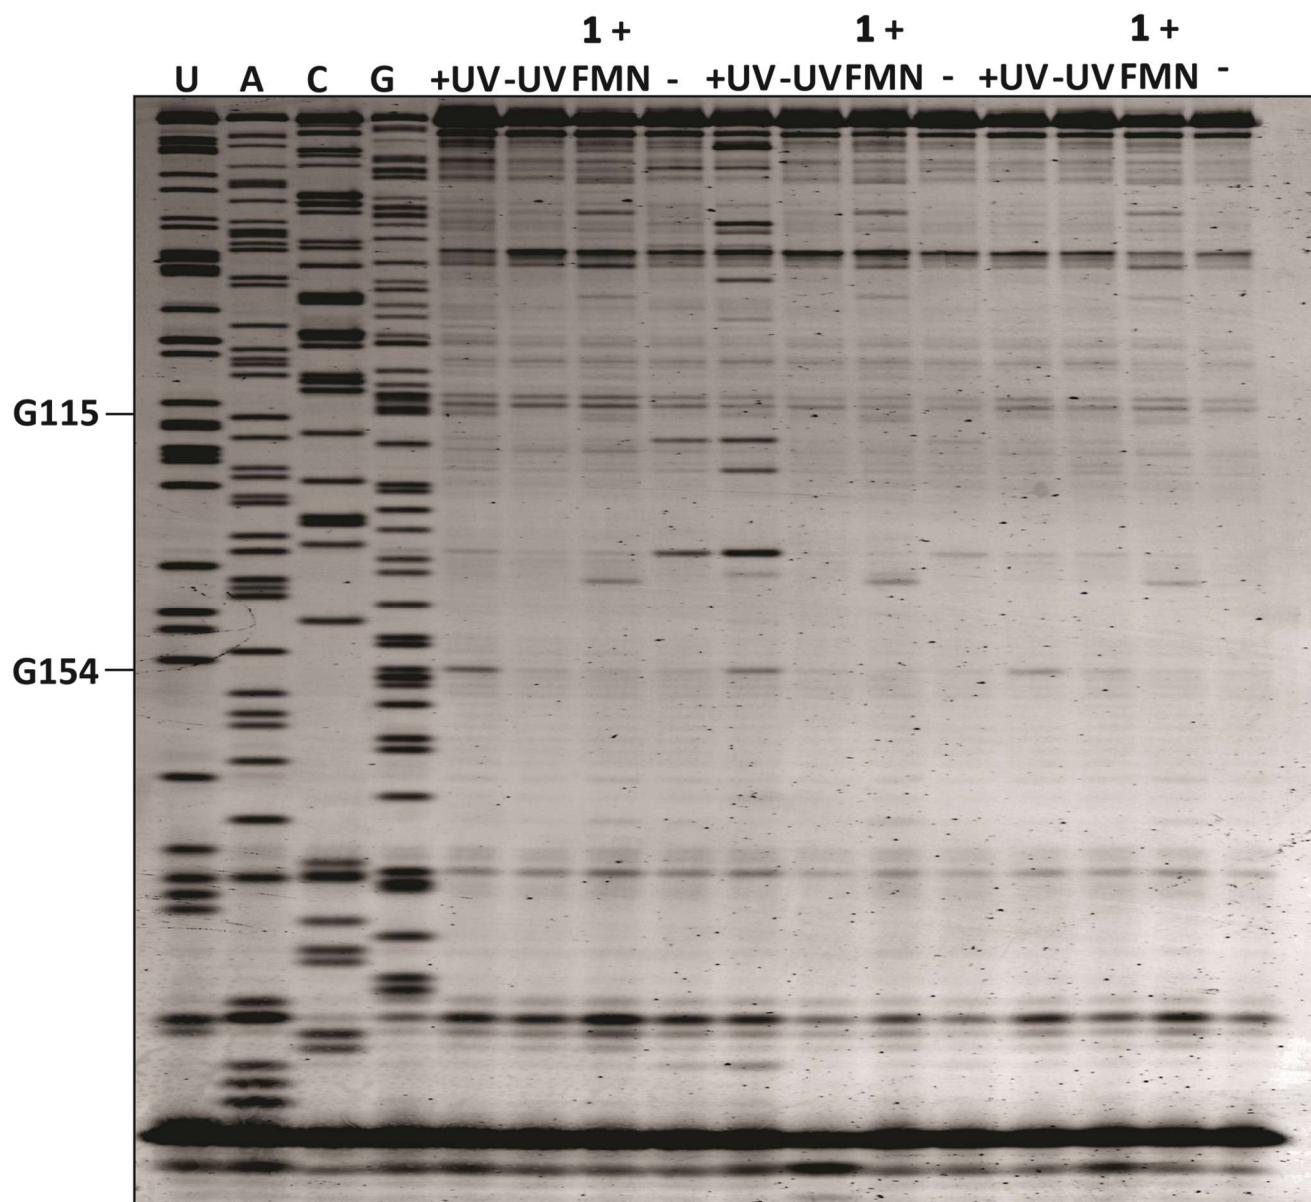

Supplementary Figure S3. Reverse Transcription (RT) Termination Assay to localize photocrosslinks of **1** in FMN Riboswitch RNA. Fluorescence imaging of the denaturing sequencing PAGE gel showing triplicate measurements per indicated condition. Additional stops that are observed in the '+UV' samples were compared to control samples. Gel lanes of indicated conditions were quantified, averaged and corrected for loading differences observed in the 5'-SHAPE cassette regions. On the left side, sequencing lanes were included by using dideoxynucleotides. '+UV' shows results when probe was incubated with RNA and UV irradiated. '-UV' shows results when the probe was incubated with RNA without UV irradiation. '1 + FMN' shows results when **1** and 100 μ M of FMN are competing for binding the FMN riboswitch, after which UV irradiation is performed. '-' means that no probe was included in the experiment, but the RNA was UV irradiated. On the side of the gel are nucleotides indicated that are in proximity to reverse transcription stops. Further experimental details can be found in the section 'Reverse Transcription Termination Assay'.

Supplementary Figure S4: Molecular Docking Predictions of FMN and Probe 1 in the FMN Riboswitch

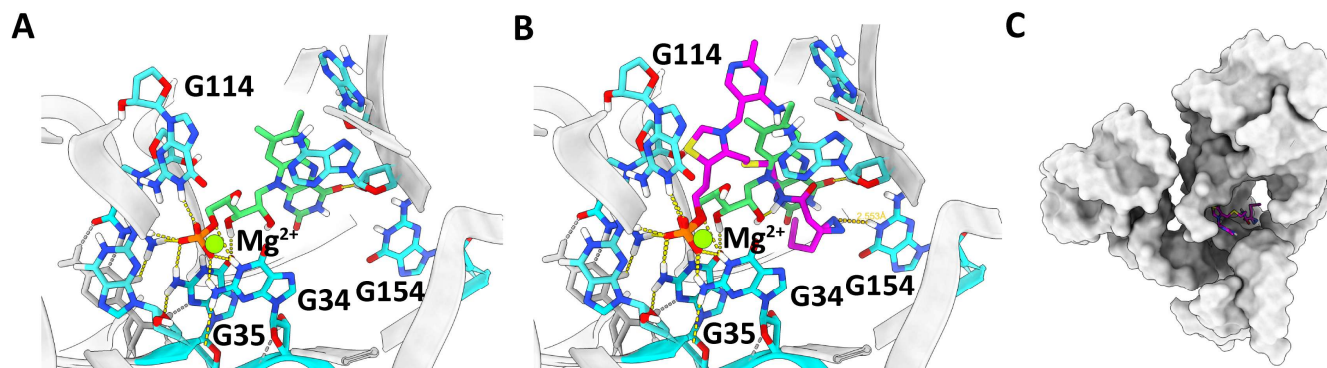

Supplementary Figure S4. Molecular docking predictions of FMN and TMP in the FMN riboswitch of *F. Nucleatum* (PDB ID: 3F2Q)^{2,3}. (A) Docked binding site where FMN binds in the FMN riboswitch. FMN is indicated in green. Nucleotides of the RNA are indicated in grey or highlighted in blue. (B) Overlay of the docked binding sites where probe 1 and FMN bind in the FMN riboswitch. The probe is indicated in pink, FMN in green. Nucleotides of the RNA are indicated in grey or highlighted in blue. The phosphate functional group of TMP probe 1 and FMN are predicted to be positioned in a similar manner. Highlighted nucleotides in (A) and (B) are annotated according to FMN riboswitch numbering of *ribD* from *Bacillus Subtilis*.² (C) Docking of TMP probe 1 in the FMN riboswitch. Probe 1 is indicated in pink, the RNA in grey.

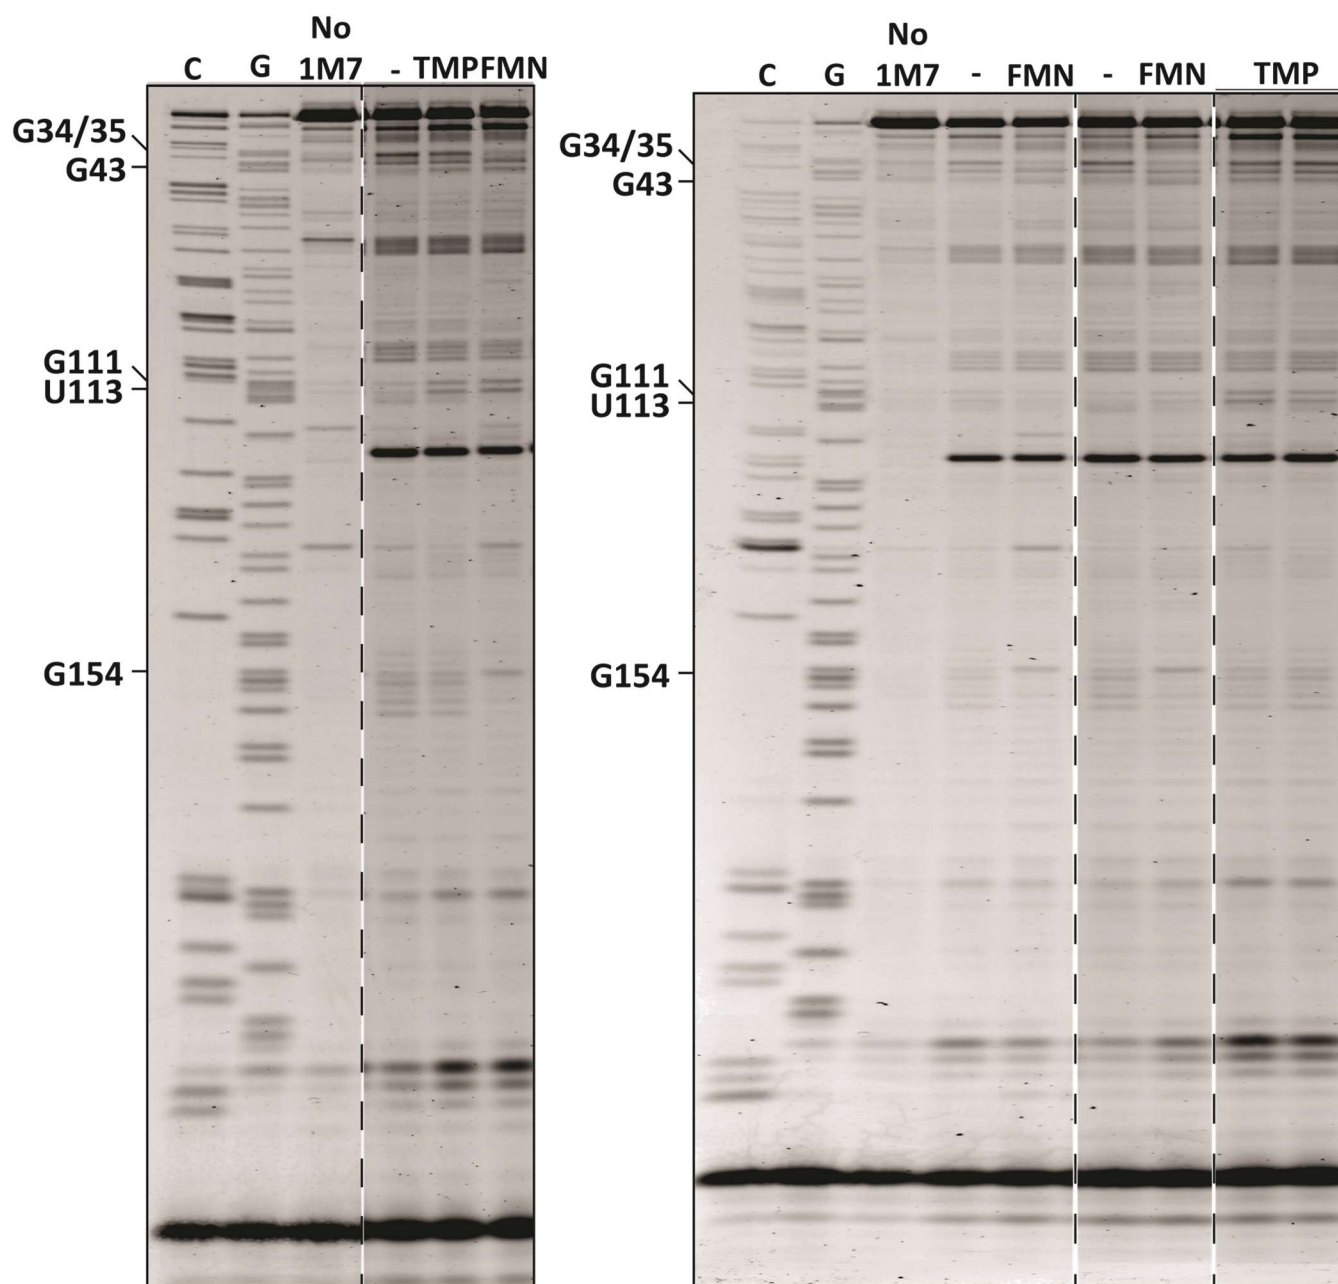

Supplementary Figure S5. SHAPE assay to show reactivity of nucleotides induced by binding of 500 μ M TMP or 100 μ M FMN in the FMN riboswitch RNA. Fluorescence imaging of the denaturing sequencing PAGE gel showing triplicate measurements per indicated condition. Stops indicate nucleotides with enhanced acylation reactivity. Gel lanes of indicated conditions were quantified, averaged and corrected for loading differences observed in the 5'-SHAPE cassette regions. On the left side, sequencing lanes were included by using selected dideoxynucleotides. 'No 1M7' shows the RT efficiency when no 1M7 is included before RT. '-' shows results when no ligand was incubated with the RNA. 'TMP' shows results when TMP was incubated with the RNA. 'FMN' shows results when FMN is combined with the FMN riboswitch. On the side of the gel are nucleotides indicated that are in proximity to induced folding difference regions in the FMN riboswitch RNA. Further experimental details can be found in the section 'Selective 2' Hydroxyl Acylation analyzed by Primer Extension'.

Supplementary Figure S6: Concentration-dependent differences in SHAPE patterns of the FMN riboswitch after incubating with different concentrations of TMP or FMN

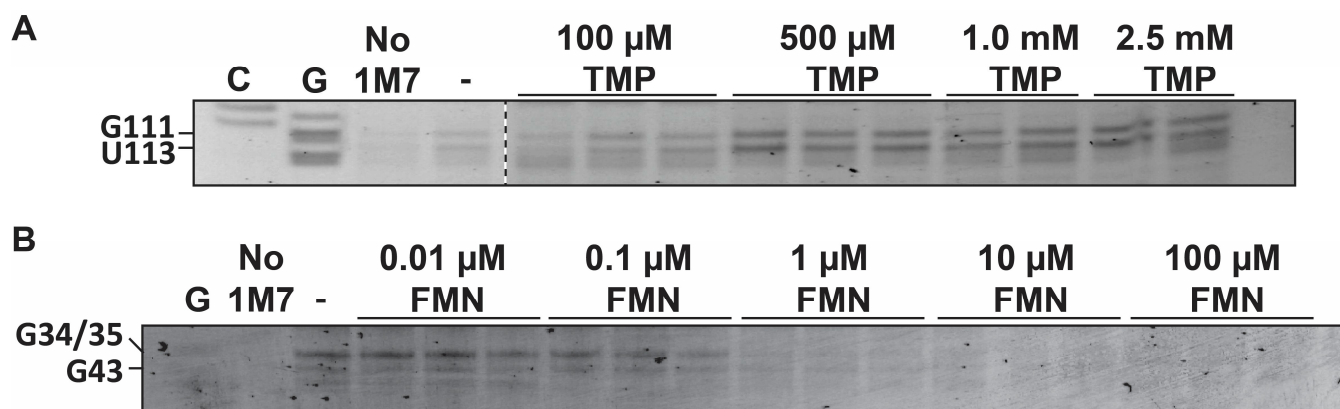

Supplementary Figure S6. SHAPE experiment to highlight reactivity differences of significantly affected nucleotides of the FMN riboswitch after incubation with varying concentrations of TMP or FMN. (A) Change in reactivity pattern of G111 and U113, as these nucleotides most significantly changed (Figure 5A and Supplementary Figure S5), when FMN riboswitch RNA is incubated with 100-2500 μ M TMP. The increased signal in the highlighted gel lanes at 500 μ M TMP and higher concentrations indicates ligand interaction with the riboswitch. On the left side, sequencing lanes were included by using selected dideoxynucleotides. 'No 1M7' shows the RT efficiency when no 1M7 is included before RT. '-' shows results when no ligand was incubated with the RNA. (B) Change in reactivity pattern of G34/35, as these nucleotides most significantly changed (Figure 5A and Supplementary Figure S5) when FMN riboswitch RNA is incubated with 0.01-100 μ M FMN. The decreased signal in the highlighted gel lanes at 1 μ M FMN and higher concentrations indicates ligand-induced folding of the riboswitch. On the left side, sequencing lanes were included by using selected dideoxynucleotides. 'No 1M7' shows the RT efficiency when no 1M7 is included before RT. '-' shows results when no ligand was incubated with the RNA. These results suggest that the interactions between TMP and the FMN riboswitch are weaker compared to those between the riboswitch and FMN.

Supplementary Figure S7: IVTT assay with FMN, TMP, Both Ligands or Thiamine

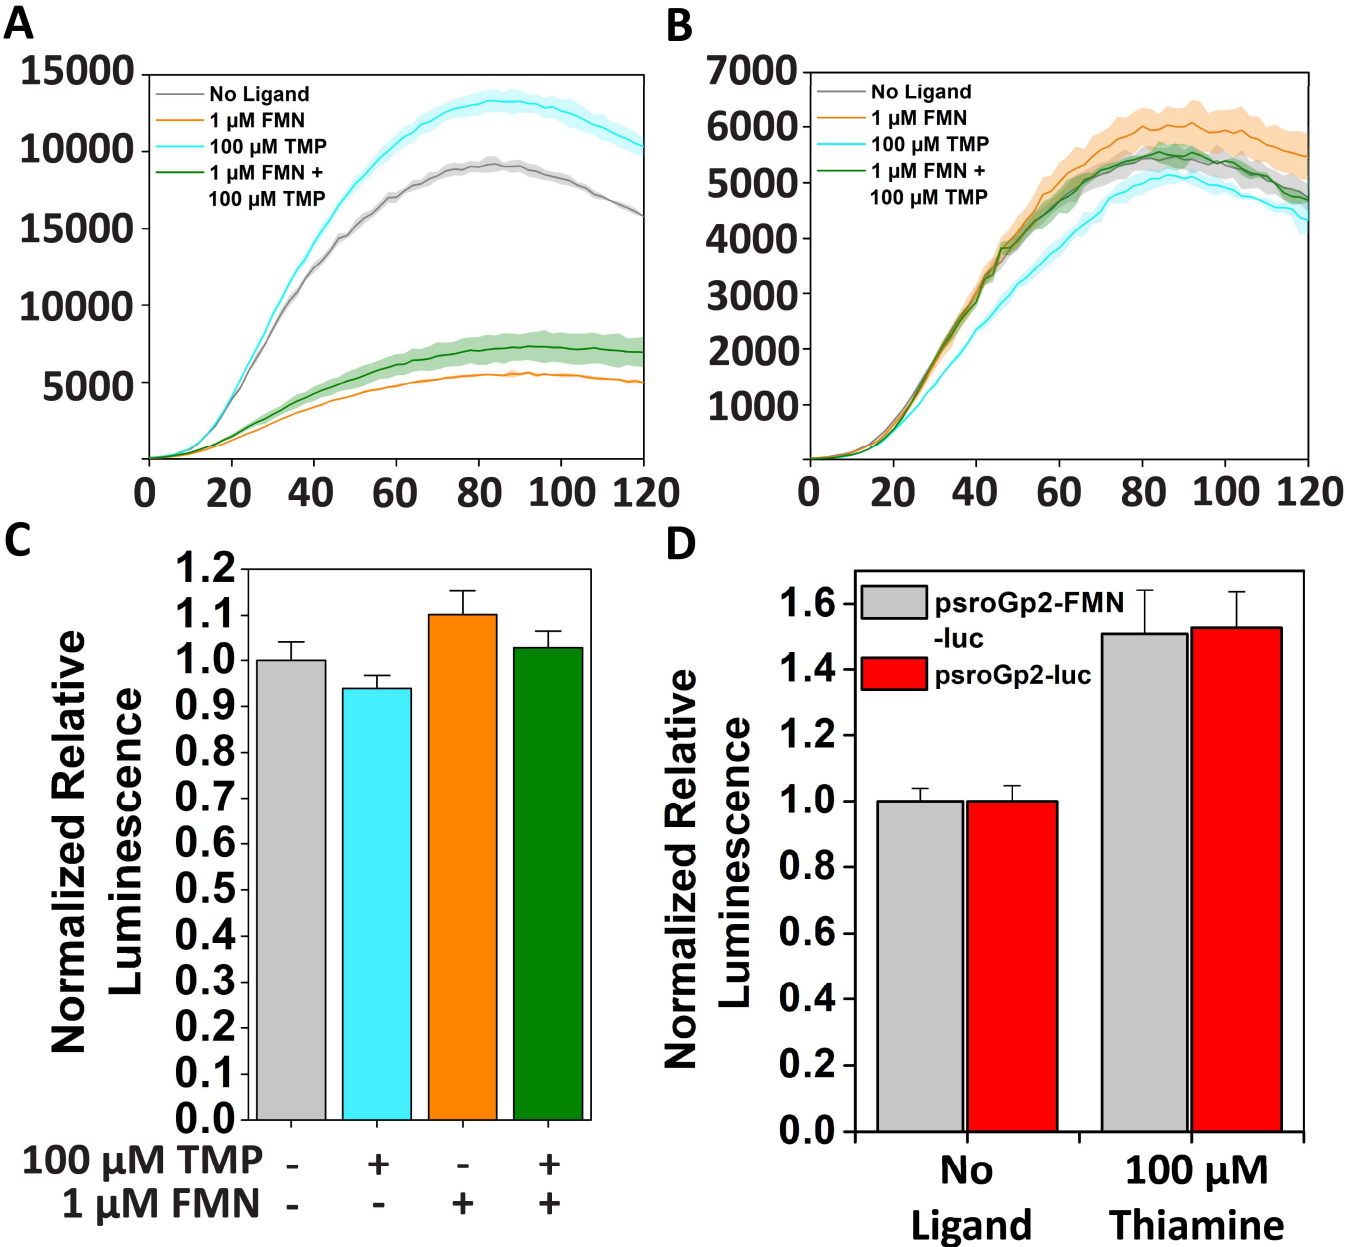

Supplementary Figure S7. Luminescence-based IVTT assays showing that the interactions of FMN and TMP affect the gene expression levels of genes under control of the FMN riboswitch. (A) Relative luminescence signals measured for psroGp2-FMN-luc expression upon incubating with no ligand or indicated amounts of FMN, TMP or FMN and TMP simultaneously. (B) Relative luminescence signals measured for psroGp2-luc expression upon incubating with no ligand, or indicated amounts of FMN, TMP or FMN and TMP simultaneously. (C) Normalized relative luminescence signals after IVTT reactions with psroGp2-luc and the different indicated ligands. The peak signals were used to compare and normalize results. (D) Normalized relative luminescence signals after performing IVTT reactions with psroGp2-FMN-luc and psroGp2-luc with no ligand or 100 μ M thiamine. No effect was observed for thiamine.

EXPERIMENTAL SECTION

BIOCHEMICAL EXPERIMENTS

All reagents used were purchased from commercial suppliers and were used according to manufacturer's instructions. Oligonucleotide sequences were ordered from Integrated DNA Technology (IDT). *Escherichia coli* (*E. coli*) CS1562 (CGSC#: 6911) was a gift from prof. Arnold Driessen, University of Groningen.

Culturing Bacteria and RNA extraction

Escherichia coli CS1562 (tolC6:tn10) was cultured on sterile Luria Broth (LB) (5 g/L yeast extract, 10 g/L tryptone and 10 g/L sodium chloride) agar plates supplemented with tetracycline (25 μ M) at 37 °C. Colonies were picked and grown in liquid LB medium supplemented with tetracycline (25 μ M) at 37 °C.

For RNA extractions, bacteria were grown to OD₆₀₀ of 0.8. Bacteria were spun down, LB supplemented with antibiotic was removed, and the bacteria were washed once with PBS (1x, pH 7.2). Bacteria were resuspended in lysozyme (100 μ L, 0.4 mg/mL in 10 mM Tris/EDTA (pH) 8.0) and incubated for 20 minutes. RNA was extracted from bacteria using the Quick-RNA™ MiniPrep kit. The recommended DNase I step was incorporated to ensure removal of DNA during RNA purification. The purified RNA was eluted in NF-water (100 μ L) and quantified by NanoDrop. RNA extracts were considered sufficiently pure when both A₂₆₀/A₂₃₀ and A₂₆₀/A₂₈₀ ratios were above 2.0.

Photoaffinity Labeling in Total RNA Extract

Total RNA (30 μ g in 57 μ L NF-water) from *E. coli* CS1562 was incubated at 75 °C for 5 minutes and stored on ice for 3 minutes. Three-fold concentrated folding buffer (33 μ L, 333 mM NaCl, 33 mM MgCl₂, 300 mM HEPES (pH 8.0)) was added to the denatured RNA and the samples were incubated at 37 °C for 10 minutes. NF-water (5 μ L) or FMN (2 mM, 5 μ L) was added and the samples were incubated at 37 °C for 20 minutes. Probe **1** (1 mM, 5 μ L), control probe **12** (1 mM, 5 μ L) or DMSO (5 μ L) was added to the samples to obtain a total volume of 100 μ L. Every mixture contained the same percentage of DMSO. The RNA samples were incubated at 37 °C for 30 minutes. UV irradiation was performed with 365 nm light in a UV Stratalinker for 30 minutes. The RNA was isolated by ethanol precipitation⁴. RNA pellets were washed with 70% (v/v) ethanol and dissolved in 54 μ L NF-water. The isolated RNA was incubated at 65 °C for 5 minutes and stored on ice for 3 minutes. A ten-fold concentrated click mixture (6 μ L) was added to each sample to obtain final concentrations of 0.5 mM CuSO₄, 5.0 mM sodium ascorbate, 2.5 mM tris-(3-hydroxypropyltriazolylmethyl)amine and 0.2 mM disulfide biotin azide. The click reactions were performed at 37 °C with agitation at 500 rpm for 90 minutes. Total RNA was isolated by ethanol precipitation⁴, dissolved in 100 μ L binding buffer (0.5 M NaCl, 20 mM Tris-HCl (pH 7.5), 1 mM EDTA), incubated at 65 °C for 5 minutes and sequentially at 4 °C for 3 minutes. Streptavidin magnetic beads (NEB, 25 μ L) were added to each sample and the samples were incubated in an overhead rotator at room temperature for 90 minutes. A fraction (4 μ L) of input RNA was stored at -20 °C to use during downstream RT-qPCR. Beads were washed three times using washing buffer (0.5 M NaCl, 20 mM Tris-HCl (pH 7.5), 1 mM EDTA, 0.2% (v/v) Tween-20) and three times with low-salt buffer (0.15 M NaCl, 20 mM Tris-HCl (pH 7.5), 1 mM EDTA) using a magnetic rack. RNA was eluted by resuspending the beads in DTT (50 mM, 20 μ L). Eluted RNA (2 μ L) per sample was used for one-step RT-qPCR (Luna, NEB) using an annealing temperature of 58 °C, 20 μ L reaction volume and 40 cycles. The used primers are depicted in **Supplementary Table S2**. The relative fold enrichment of *rnpB*, *prs* and *ribB* were calculated by comparing the differences in Ct values before and after pulldown after correcting the Ct values of the gene of interest using the housekeeping gene *cysG*. The values were normalized over the observed signal for DMSO control samples. The error bars represent standard deviations based on three biological replicates, each consisting of two technical replicates. Statistical significance was defined by unpaired two-tailed Student's *t* tests.

For sequencing, eluted RNA was cleaned up using RNA Clean and Concentrator™-5 (Zymo) and dissolved in NF-water (10 μ L) with 2.5 ng/ μ L RNA as minimal concentration measured using the QuBit RNA High Sensitivity kit (Invitrogen). For the DMSO samples, the experiment was performed with three times the amount of RNA sample

to obtain enough RNA after cleaning up the samples. Briefly, the KAPA RNA HyperPrep Kit with RiboErase (Roche) was used for the library preparation. Samples were sequenced using the Illumina NextSeq2000 (2x 59 bp) by the Sequencing Facility FNWI Science faculty Radboud University Nijmegen. Sequencing reads were aligned to the *E. coli* K12 MG1655 genome using Bowtie2⁵ and summarized using FeatureCounts⁶. 

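The count table lists 4494 genes, of which 301 had no count in any library and 4193 had at least 1. With the limit of 1 CPM required in at least 3 of the 6 libraries, 2170 genes were tested. In a probe library 1 CPM corresponds to 15, 20.1 or 19.4 counts, and in a DMSO library to 20 counts or more, because the rRNA counts are part of each total. The genes tested had a median of 112 counts per library on average over the libraries. *treF*, *mug*, *yiiX* and *yfbR* of Table S1 reached 1 CPM in 2 libraries each and were not tested. The abundant *rnpB* had 2251 to 8087 counts per library, *prs* 329 to 847 and *ribB* 113 to 241.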

First, low coverage genes were filtered out (counts per million <1) and then enriched genes were analyzed using EdgeR⁷. Differentially expressed genes were visualized in a volcano plot using a cutoff value of Log2 Fold Change of 0.5 and Pvalue of 0.05.

Primers	Sequence (5' to 3')
<i>rnpB</i> Forward Primer	ATA AGC CGG GTT CTG TCG TG
<i>rnpB</i> Reverse Primer	GTA AAC TCC ACC CGG AGC AA
<i>prs</i> Forward Primer	CCA GCA TAC CTG ACA GGG TC
<i>prs</i> Reverse Primer	CTC ACC CGA TCT TCT CTG GC
<i>ribB</i> Forward Primer	GTA ACG ATT CTG TCG GGC AT
<i>ribB</i> Reverse Primer	TAC CAG AAT CAG GGC AGT CT
<i>cysG</i> Forward Primer	TTG TCG GCG GTG GTG ATG TC
<i>cysG</i> Reverse primer	ATG CGG TGA ACT GTG GAA TAA ACG

Supplementary Table S2. DNA sequences of the used primers during One-Step RT-qPCR for selected amplicons of *rnpB*, *prs* and *ribB* (genes of interest), and *cysG* (housekeeping gene) to quantify pulldown enrichments.

Polymerase Chain Reaction and *In Vitro* Transcription of FMN Riboswitch RNA

To obtain the FMN riboswitch RNA, the same polymerase chain reaction, including the sequences, and *in vitro* transcription methods were applied as described in Crielaard *et al.* (2022)⁸. For the photoaffinity labeling experiments, the FMN riboswitch aptamer RNA was used. The FMN riboswitch RNA was inserted in between 5' and 3' SHAPE cassettes for SHAPE and Reverse Transcription Termination Assays.^{8,9}

The *thiM* TPP riboswitch that was used for *in vitro* photoaffinity labeling studies was inserted in between the same structure cassettes that were used for the FMN riboswitch. The TPP riboswitch RNA was produced as described in Crielaard *et al.* (2022)⁸ using the same primer set that was used when the FMN riboswitch was inserted in between structure cassettes. The DNA sequence that was used to produce the TPP RNA was obtained from Edwards and Ferré-D'Amaré *et al* (2014)¹⁰:

5' - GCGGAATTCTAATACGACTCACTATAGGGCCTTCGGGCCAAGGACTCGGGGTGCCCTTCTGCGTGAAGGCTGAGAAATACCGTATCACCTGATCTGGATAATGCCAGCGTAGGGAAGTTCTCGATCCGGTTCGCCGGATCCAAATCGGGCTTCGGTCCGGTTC - 3'

Photoaffinity labeling of the FMN and TPP Riboswitch *in vitro*

FMN RNA or TPP RNA (10 pmol) was combined with NF-water (5 µL), incubated at 95 °C for 5 minutes and stored on ice for 3 minutes. Three-fold concentrated folding buffer (33 µL, 333 mM NaCl, 33 mM MgCl₂, 300 mM HEPES (pH 8.0)) was added and the RNA was incubated at 37 °C for 10 minutes. FMN (1 µL, 1 mM), TPP FMN (1 µL, 1 mM) or NF-water (1 µL) was added to the RNA and the samples were incubated in the dark at 37 °C for 20 minutes.

How the deposited data were processed for this re-analysis (not part of the article)

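RNA recovered on streptavidin beads after photocrosslinking was sequenced from 3 samples with TMP probe 1 and 3 with DMSO, as paired reads. The authors aligned the reads to the *E. coli* K12 MG1655 genome with Bowtie2, whose version is not given in the sources used here, and counted them per gene with featureCounts 2.0.3 on the ASM584v2 annotation. The deposited values are raw counts per gene for each library, neither filtered nor normalized. The counting command names no option for read pairs, strand, reads with several alignments or overlapping genes. The RNA was of strain CS1562, so sequence differences from MG1655 can lower a gene's count in all libraries alike. Samples were grouped by their labels, and the only comparison is probe against DMSO.

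From the counts, genes with at least 1 CPM in at least 3 of 6 libraries were tested with edgeR 4.0.16 in R 4.3.3, using TMM factors and the quasi-likelihood test without robust estimation. The supplement states a limit of 1 CPM but not in how many libraries, and the text names no test within edgeR, so these were chosen before the data were examined. Standard errors were taken from the log2 fold change and its F statistic. A gene was called at the paper's thresholds, an unadjusted P below 0.05 and a log2 fold change beyond 0.5; Benjamini-Hochberg adjusted p-values are given beside them. The common biological coefficient of variation was 31.5%, and the median standard error of a log2 fold change was 0.346. Gene lists were written before the counts were examined but after Table S1 had been read, and were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 and again with an estimated correlation, adjusted over the 17 lists: 5S rRNA, 16S and 23S rRNA, tRNA, housekeeping non-coding RNAs, small regulatory RNAs, genes under a riboswitch, riboflavin and FMN biosynthesis, thiamine biosynthesis and transport, ribosomal proteins, purine biosynthesis, the TCA cycle, periplasmic binding proteins, operons with an attenuator, outer membrane proteins, NADH dehydrogenase I and ATP synthase, IS1 genes and Table S1 itself. Table S1 was picked on these libraries, and lists that hold its genes are not independent of it: it includes 6 of 8 tested 5S rRNA genes, 2 of 3 housekeeping RNAs, 2 of 12 purine biosynthesis genes and 2 of 7 IS1 genes. Ratios of counts to *cysG* and the rRNA share were compared by exact two-sided permutation tests.

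The genes named were taken from those the paper names for the sequencing with *cysG*, the 10 with the largest change in each direction among called genes with separated libraries, every gene past an adjusted p of 0.05, up to 4 members of each list by P (all members for the riboswitch, riboflavin and 5S rRNA lists), and the 5 highest and 5 lowest of Table S1; the positions of *rnpB*, *prs* and *ribB* in Fig. 3A and the genes of Table S1 had been seen before. *sdhD* and genes named for being untested, outside Table S1 or apart in 1 library were chosen after their values were seen. Alternatives were the exact and likelihood ratio tests of edgeR, DESeq2 1.42.0, RLE, upper-quartile and library-size scaling, 4 other filters, leaving out rRNA and tRNA genes, the replicate number as a block, and leaving out each library. The test was run on simulated data with the means and depths of these 2170 genes, in which 67 genes were changed 1.5-fold, 67 2-fold and 66 4-fold at once. Of genes changed 1.5-fold, 37.3% passed the paper's thresholds and 2.99% the adjusted one, of those changed 2-fold 68.7% and 35.8%, and of those changed 4-fold 89.4% and 80.3%. The adjusted shares depend on how many genes change, and fewer changed genes were not simulated. No pair of libraries within a group was a duplicate, since their counts differed by 7.14 to 19.5 times the sampling noise (chi-square per degree of freedom). The riboswitch leader upstream of *ribB* is not part of the counted gene and was not analysed here.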

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

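Both genes below passed the paper's thresholds over the DMSO control but are outside Table S1. *dtpB*, a di- and tripeptide permease gene, had a log2 fold change of 0.503 (standard error 0.223, −log10 P 1.37, adjusted p = 0.925 in edgeR's quasi-likelihood test). *yqfA* had a log2 fold change of 0.518 (standard error 0.231, −log10 P 1.36, adjusted p = 0.925 in the same test). In both, the values lie just past the limit of 0.5.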

How the results depend on the processing

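The increases of *rnpB* and *prs* kept their direction and a P below 0.05 under every alternative run, and that of *ribB* under all that used the 6 libraries; leaving out a library gave 0.455 to 0.831 for *ribB*, and its P was above 0.05 without probe replicate 3 (0.455) and without DMSO replicate 3 (0.604). Enriched genes numbered 42 with TMM and 64 with library totals alone, 92 with no filter, and 26 to 54 when a library was left out (26 without probe replicate 3). Depleted genes numbered 47, against 26 with library totals alone, 91 with no filter and 74 with rRNA and tRNA genes left out; at limits of 0.25, no filter gave 102 enriched and 106 depleted genes, library totals alone 27 depleted, and leaving out a library 35 to 77 depleted. With no filter and with rRNA and tRNA genes left out more genes were tested (4193 and 3518). Table S1 genes called fell from 40 to between 10 and 33 when a library was left out, or 11 and 33 at 0.25. At an adjusted p of 0.05, DESeq2 gave 1 enriched gene and no filter 7 enriched and 2 depleted genes; the smallest adjusted p over the alternatives with all libraries was 0.00122 to 0.95. For other changes the cause was not tested.

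With an estimated correlation the list p-values rose to 0.294 for 5S rRNA, housekeeping RNAs and purine biosynthesis, 0.434 for IS1 and 0.0951 for Table S1. Purine biosynthesis had 0.216 with no filter, 0.24 with 1 CPM in at least 1 library, 0.0778 with filterByExpr, 0.265 with rRNA and tRNA genes left out, and 0.0223 to 0.186 without a library. IS1 had 0.0647 with rRNA and tRNA genes left out and 9.43e-05 to 0.234 without a library. Attenuator operons had 0.0283 with no filter. Without a library, 16S and 23S rRNA had 0.0073 to 0.812 and NADH dehydrogenase I and ATP synthase 0.0465 to 0.311. Other list p-values here and below are at the preset correlation. The calls made only under 1 alternative were run again with an estimated correlation, a choice made after the values were seen, and none stayed under 0.05: 0.575 for tRNA (turned) and 0.192 for attenuator operons with no filter, 0.349 for NADH dehydrogenase I and ATP synthase without probe replicate 1, 0.715 for ribosomal proteins (turned) without probe replicate 3, and 0.62 for 16S and 23S rRNA without DMSO replicate 3.

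The direction of the following lists turned in some settings. The ranges without a library span all libraries left out, also those with which the direction stayed. For tRNA, adjusted p was 0.041 with no filter, 0.24 with 1 CPM in at least 1 library, 0.347 with filterByExpr and 0.65 to 0.823 without a library. For small regulatory RNAs it was 0.827 with no filter and 0.0515 to 0.83 without a library. For riboswitch genes it was 0.963 with no filter, 0.991 with the replicate block and 0.423 to 0.878 without a library. For riboflavin biosynthesis it was 0.973 with 1 CPM in all 6 libraries, 0.999 with 1 CPM in at least 1, 0.988 with filterByExpr, 0.995 with rRNA and tRNA genes left out, 0.991 with the replicate block and 0.764 to 0.968 without a library. For ribosomal proteins it was 0.997 with upper-quartile scaling, 0.973 with 1 CPM in all libraries, 0.988 with filterByExpr and 2.48e-05 to 0.896 without a library, the lowest (a decrease) without probe replicate 3. For thiamine biosynthesis it was 0.206 to 0.896 without a library. *ribB* relative to *cysG* ranged from −0.0326 to 0.626 without a library.

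Genes that passed no threshold changed sign: with library totals alone *btuB* (0.0602), *moaA* (0.0815), *ribF* (0.0626) and *thiL* (0.0222), and without a library *ssrA* (−0.0581 to 0.134), *csrB* (−0.177 to 0.23), *lysC* (−0.63 to 0.0707), *mgtA* (−0.187 to 0.289), *btuB* (−0.189 to 0.192), *moaA* (−0.506 to 0.39), *ribD* (−0.0503 to 0.269), *ribF* (−0.142 to 0.0968), *thiK* (−0.159 to 0.449), *thiL* (−0.56 to 0.191) and *leuA* (−1.21 to 0.212).

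Replicate numbers do not pair the samples: deviations of same-numbered libraries over 1671 genes correlated at 0.054, −0.0555 and −0.0366, and not every sample correlated best with its own number. With the replicate block 42 genes were enriched, 33 of them shared with the 42, and 43 were depleted; *ribB* had 0.659, *rnpB* 0.83 and *prs* 0.723. rRNA took about 96% of the counts. With the depth, the spread and the 3 libraries per group of these data, 35.8% of 67 simulated 2-fold changes passed an adjusted p of 0.05. Other genes were changed 1.5-fold (67) and 4-fold (66) in the same simulation, and the share with fewer changed genes was not measured. The simulation does not separate the limits of depth, spread and number of libraries.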

Differences from the paper's values

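The paper gives an approximate 6.7-fold enrichment of *ribB* with probe 1 over DMSO by RT-qPCR, relative to *cysG* and to the RNA before pulldown. The counts, another assay with no library from before pulldown, gave 1.18-fold relative to *cysG*. They cover the annotated gene without the riboswitch leader upstream of it. Whether the RT-qPCR primers lie in that interval was not looked at, so the values may come from different parts of the transcript. None of the alternatives set before the data were examined came within 1.5 times of the 6.7-fold value. The fold was 0.978 to 1.54 when a library was left out, 1.18 with the replicate block and 1.57 against the TMM-normalized total in place of *cysG*. The 95% interval of the latter comparison in the edgeR fit ended at 2.34.

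In Fig. 3A the log2 fold changes, read by eye, are about 0.34 for *ribB*, about 0.40 for *rnpB* and about 0.36 for *prs*, which match the values here on a log scale of base 4 (0.342, 0.402 and 0.361), where the log2 values are 0.68, 0.80 and 0.72. On that scale the lines of the figure at 0.25 equal the stated limit of 0.5, and none of these fold changes differs. The −log10 P in the figure, read by eye, was about 1.8 for *ribB*, about 4.1 for *rnpB* and about 3.6 for *prs*. In edgeR's quasi-likelihood test here it was 1.76, 3.24 and 3.14, lower for *rnpB* and *prs*. With edgeR's exact test it was 1.75, 3.71 and 3.46, and with its likelihood ratio test 1.81, 3.73 and 3.5. With DESeq2 it was 1.7, 4.73 and 3.89. The values thus depend on the test, which the paper does not name.

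The paper lists 55 enriched genes, where 42 were found here at the stated thresholds and 40 of them are in Table S1. Of the other 15, *treF*, *mug*, *yiiX* and *yfbR* were not tested, with 1 CPM in 2 libraries each, and 11 had a P of 0.0503 to 0.092. Under other settings with all libraries, the exact test and the likelihood ratio test called 48 of the 55, DESeq2 45, RLE scaling 43, upper-quartile scaling 37, library totals alone 47, the replicate block 37, no filter 50, 1 CPM in all 6 libraries 33, 1 CPM in at least 1 library 48 (of 56 enriched genes), filterByExpr 44, and leaving out rRNA and tRNA genes 45. Together they called 54, all but *yfbR*. In or outside Table S1, the exact test called 50 enriched genes, the likelihood ratio test 52 and DESeq2 48. For *rnpB* and *prs*, the paper's RT-qPCR, relative to *cysG* and to the RNA before pulldown, found no significant enrichment. In the TMM-scaled counts, an unlike measure, their log2 fold changes were as large as that of *ribB*, as they are in Fig. 3A. Relative to *cysG*, the counts of *rnpB* were 1.34-fold and those of *prs* 1.24-fold higher with probe 1 (exact two-sided permutation tests, p = 0.3 and p = 0.6).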

Other observations

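The tests against simulated libraries, of the 5S rRNA copies and of probe replicate 3 were chosen after the results were seen. Probe replicate 3 differed from the other libraries in genes of 2 operons, which were picked because they stood out in it and were not tested as lists. The nitrate reductase genes, used in respiration without oxygen, were higher to different degrees: *narG* had 220 TMM-normalized CPM in probe replicate 3, against 50.9 and 69.9 in the other probe libraries and 38.8, 101 and 70.1 in the DMSO libraries, *narH* had 92.6 against 15.8 to 50.5, *narI* 23 against 2.7 to 13.4, and *narJ*, the least apart, 15.6 against 4 to 14.2. The tryptophanase operon was lower: *tnaA* had 167 CPM against 306 to 488, *tnaB* 30.9 against 60.2 to 125, and *tnaC* 1.52 against 6.75 to 19.5. In 27 of the 42 enriched genes probe replicate 3 was the highest library. Without it 9 of the 42 were still enriched and their median log2 fold change was 0.61 (39 of them tested), while 31 and 24 were still enriched without probe replicates 1 and 2, and 26, 28 and 19 without DMSO replicates 1, 2 and 3. DMSO replicate 1 stood apart as well: its log CPM correlated with the other libraries at 0.928 to 0.948, where all pairs without it lay between 0.953 and 0.981, and its genes deviated by 0.514 (SD, 1163 genes), against 0.487 in probe replicate 3 and 0.327 to 0.385 in the other 4 libraries. One hypothesis is that counting noise of single genes set probe replicate 3 apart. Against it, genes 2 places apart in a same-strand run deviated together in that library (Spearman's rho across 227 gene pairs, which are not independent replicates, 0.252, bootstrap interval 0.131 to 0.368). The other 5 libraries had −0.00399 to 0.188. The interval of probe replicate 2 (−0.138 to 0.128) lay just below that of probe replicate 3. Those of probe replicate 1 and the DMSO libraries overlap it, so probe replicate 3 was not shown to differ from these libraries in this. A difference in the RNA extract or its handling stays open, and no biological explanation was tested.

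The number of genes past the paper's thresholds was compared with libraries in which no gene changed. In 50 simulations with the means and spread of these libraries, 69 to 123 genes passed in either direction, where the data gave 89. This is consistent with no gene differing between the groups, and does not exclude single genes that do. Genes 2 places apart had a rho of 0.183 between their fold changes (0.0402 to 0.312; other splits of the samples 0.0295 to 0.245), which leaves open how much is counting noise, and the fold change did not follow gene length (rho = 0.00315). The probe as the source of some enrichment stays open. The 10 splits of 3 against 3 are too few for a share under 0.05. A split has no direction of its own, so the higher of its numbers of enriched and depleted genes was taken in each other split: as many enriched genes as the real 42 came in 3 of 10 splits (highest other 50), as many depleted as 47 in 2 (highest other 50), at limits of 0.25 as many as 50 enriched in 4 and as many as 58 depleted in 2 (highest other 76 for both), genes past an adjusted p of 0.05 in 10 (real 0, highest other 1, in edgeR's quasi-likelihood test), and 5 gene lists in 1 (highest other 4). The lists are not independent of the real grouping: 1 of the 5 is Table S1, which the study picked on it, and the other 4 hold genes of Table S1. Without Table S1, counted after the results were seen, as many as 4 lists came in 1 split (highest other 3).

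*ribB*, *rnpB* and *prs* were enriched by similar factors, and a shift of the genes outside rRNA against the rRNA was tested as an explanation. This test was chosen after the results were seen. A shift of the whole library, rRNA included, could not be seen, because scaling by totals removes it. With libraries scaled by their totals alone the median of all genes lay at 0.0771 (0.0201 to 0.162 without a library). A shift of most genes against the rRNA would bring it near the 0.772 of the smallest of the 3. One DMSO library with low counts does not account for the increases of the 3 genes as a set, since without DMSO replicate 1 their median log2 fold change was 0.703 against 0.722. The median does not show the single genes. On the log scale of base 4, *rnpB* fell from 0.402 to 0.312 without that library, *prs* went from 0.361 to 0.352 and *ribB* from 0.342 to 0.36. Part of the increase of *rnpB* thus rests on DMSO replicate 1. Binding of probe 1 and a difference between the samples other than the probe, such as the larger RNA input of the DMSO samples, stay open.

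For the 5S rRNA copies, reads shared between near-identical copies would make them move together, and they did. The mean pairwise correlation of their deviations from the group means was 0.949, against a 95th percentile of 0.195 in 1000 random sets of 8 genes. Copies whose RNA levels change together would also exceed random sets, so the comparison cannot tell shared reads from that. It does not bear on why the copies were higher with probe 1. If reads are shared, the copies count as 1 measurement rather than 8. Whether 1 low DMSO library sets their increase cannot be told apart, because without DMSO replicate 3 the log2 fold change of the summed counts was 0.612 against 0.863, between the bounds set for either answer. Enrichment by the probe stays open. The 5S counts were taken after the ribosomal depletion of the library kit, whose effect on them was not tested.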
